# OGP46 Induces Differentiation of Acute Myeloid Leukemia Cells via Different Optimal Signaling Pathways

**DOI:** 10.3389/fcell.2021.652972

**Published:** 2021-03-04

**Authors:** Min Zhao, Jiangyun Wang, Mei Qu, Yao Zhao, Haihua Wang, Yu Ke, Ying Liu, Zi-Ning Lei, Hong-Min Liu, Zhenbo Hu, Liuya Wei, Zhe-Sheng Chen

**Keywords:** acute myeloid leukemia, acute promyelocytic leukemia, differentiation therapy, AML cells with t(8;21) translocation, PML-RARα depletion

## Abstract

Acute myelogenous leukemia (AML) is characterized by blockage of cell differentiation leading to the accumulation of immature cells, which is the most prevalent form of acute leukemia in adults. It is well known that all-trans retinoic acid (ATRA) and arsenic trioxide (ATO) are the preferred drugs for acute promyelocytic leukemia (APL). However, they can lead to irreversible resistance which may be responsible for clinical failure after complete remission (CR). Moreover, the differentiation therapy of ATRA-based treatment has not been effective against AML with t(8;21) translocation. Here we aimed to identify the differentiation effect of OGP46 on AML cell lines (HL-60, NB4, and Kasumi-1) and explore its possible mechanisms. We found that OGP46 has significant inhibitory activity against these cells by triggering cell differentiation with cell-cycle exit at G1/G0 and inhibited the colony-formation capacity of the AML cells. It was shown that OGP46 induced the differentiation of NB4 cells via the transcriptional misregulation in cancer signaling pathway by PML-RARα depletion, while it was attributed to the hematopoietic cell lineage and phagosome pathway in Kasumi-1 cells, which are all critical pathways in cell differentiation. These results highlight that OGP46 is an active agent not only in the APL cell line NB4 but also in AML-M2 cell lines, especially Kasumi-1 with t(8;21) translocation. Therefore, OGP46 may be a potential compound for surmounting the differentiation blockage in AML.

## Introduction

Leukemia is a disease of malignant hematopoietic stem cells with abnormality of cells, which are inhibited differentiation and unrestricted rapidly proliferation. Acute myelogenous leukemia (AML) represents a typical example of a type of leukemia that is characterized by a blockage of differentiation. It is observed in 15–20% of the acute leukemia (AL) in children and approximately 80% of AL in adults (Pui, 1995; De Kouchkovsky and Abdul-Hay, 2016). Acute promyelocytic leukemia (APL), the M3 subtype of AML, is characterized by an increase of abnormal promyelocytic cells in the bone marrow (Warrell et al., 1993; Grignani et al., 1994). APL is one of the most aggressive types and accounts for 10–15% of AML. 95% of APL have t(15;17) (de Thé et al., 1990; Kakizuka et al., 1991) chromosomal translocations generating promyelocytic leukemia/retinoic acid receptor α (PML/RARα) fusion genes (Kitareewan et al., 2002; Shah et al., 2008). Hence, the fusion gene expression is associated with leukemogenesis (Grignani et al., 1993). Moreover, a study has shown that the fusion protein imposes a block to normal differentiation (Grignani et al., 1996). APL is unique model treated with the differentiation inducer, all-trans retinoic acid (ATRA), which can lead to degradation of PML-RARα onco-protein (Yoshida et al., 1996; Nervi et al., 1998). ATRA has transformed APL from being highly fatal to being highly curable (Huang et al., 1988; Wang and Chen, 2008), and the combination of ATRA and arsenic trioxide (ATO) yields a 90% disease-free survival rate at 4 years in APL patients (Shen et al., 1997). However, the development of treatment resistance may occur and different conditions will complicate the healing of APL patients undergoing the ATRA/ATO therapy (Noguera et al., 2019). Therefore, discovering new differentiation inducers against PML/RARα is urgently needed.

The (8;21) translocation, which is associated with 40–80% of M2 subtype of AML and 12–20% of all cases of AML, involves the AML1 (RUNX1) gene on chromosome 21, and the eight-twenty-one (ETO) gene on chromosome 8 (Zhou et al., 2007). This translocation creates the AML1-ETO fusion oncoprotein, which is considered the most common structural chromosomal aberrations in patients with AML (Linggi et al., 2002). Clinically, aggressive cytosine arabinoside (Ara-C) containing chemotherapy is the standard protocol for the treatment of AML with t(8;21). Although Ara-C can induce the complete remission (CR) of more than 60% in non-elderly patients, severe myelosuppression is one of the main causes of death and prolonged hospitalization period in AML patients (Papaemmanuil et al., 2016). Moreover, post-remission chemotherapy consisting of three to four courses of Ara-C followed by chemotherapy is essential in the patients who achieve a first CR, lest they develop recurrent disease (Schlenk, 2014). However, continuous chemotherapy may lead to toxicities and inhibit patients’ immune response. Therefore, the development of innovative therapies is needed to improve patient outcomes and provide alternative therapeutic for t(8;21) AML.

OGP46, a kaurene diterpenoid, was designed and synthesized from Oridonin (Liu et al., 2011). Oridonin was a component of the *Rabdosia rubescens*, a traditional Chinese Medicine, which was effective on 31 cases of primary liver cancer by the clinical observation. As described in our previous work (Wei et al., 2020), OGP46 has been shown to induce cell differentiation and inhibit the cell proliferation of chronic myeloid leukemia (CML) cell lines expressing native BCR-ABL and mutant BCR-ABL, including T315I through the BCR-ABL/JAKSTAT pathway by depleting the BCR-ABL oncogene. Moreover, OGP46 was less toxic to normal blood mononuclear cells. In this report, we evaluated whether OGP46 has significant activity against APL cells and M2 subtype of AML cells, especially t(8;21) translocation by cell differentiation and the possible mechanism behind the activity.

## Results

### OGP46 Significantly Inhibits Proliferation of NB4, Kasumi-1, and HL-60 Cells

To estimate the anti-proliferation effect of OGP46 on HL-60, NB4, and Kasumi-1 cell lines, we performed Cell Counting Kit-8 (CCK-8) assay. As shown in Figure 1B, OGP46 significantly inhibited the proliferation of NB4 and HL-60 cells. The IC_50_ values were 1.06 and 1.36 μM at 96 h, respectively, which were comparable with those of ATRA with 1.20 and 1.12 μM, respectively. Similarly, OGP46 also showed an anti-proliferation effect on Kasumi-1 cells [IC_50_ (OGP46) = 1.05 μM, IC_50_ (Ara-C) = 0.93 μM at 96 h]. The data indicate that OGP46 is apparently effective against not only the APL-derived NB4 cell line but also the AML-M2 cell lines including Kasumi-1 and HL-60.

**FIGURE 1:**
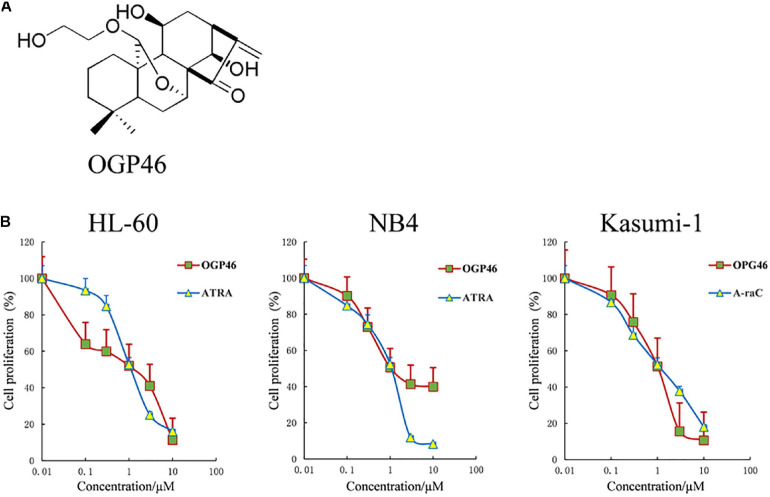
OGP46 has anti- proliferation of HL-60, NB4, and Kasumi-1 cells. **(A)** OGP46’s chemical structure. **(B)** The cell proliferation effect of OGP46 on the AML cells (HL-60, NB4, and Kasumi-1) cell. Cells were treated with OGP46, ATRA, or Ara-C (0.01–10 μM) for 96 h and then determined by CCK-8 assay. The points represent the mean and error bars represent standard error from three independent triplicate experiments.

### OGP46 Induces G1/G0 Arrest in NB4, Kasumi-1, and HL-60 Cells

To further investigation of the influence of OGP46 on cell cycle distribution in NB4, HL-60, and Kasumi-1 cells, we incubated these cells with 1, 2, or 1 μM OGP46, respectively, for 24, 48, or 72 h. The results showed that the percentage of G1/G0 phase significantly increased within 72 h after OGP46 treatment in these cell lines (Figures 2A,B). These findings reveal that 1 or 2 μM OGP46 could repress cell proliferation by inducing a cell-cycle arrest at G1/G0 in HL-60, NB4, and Kasumi-1 cell lines.

**FIGURE 2:**
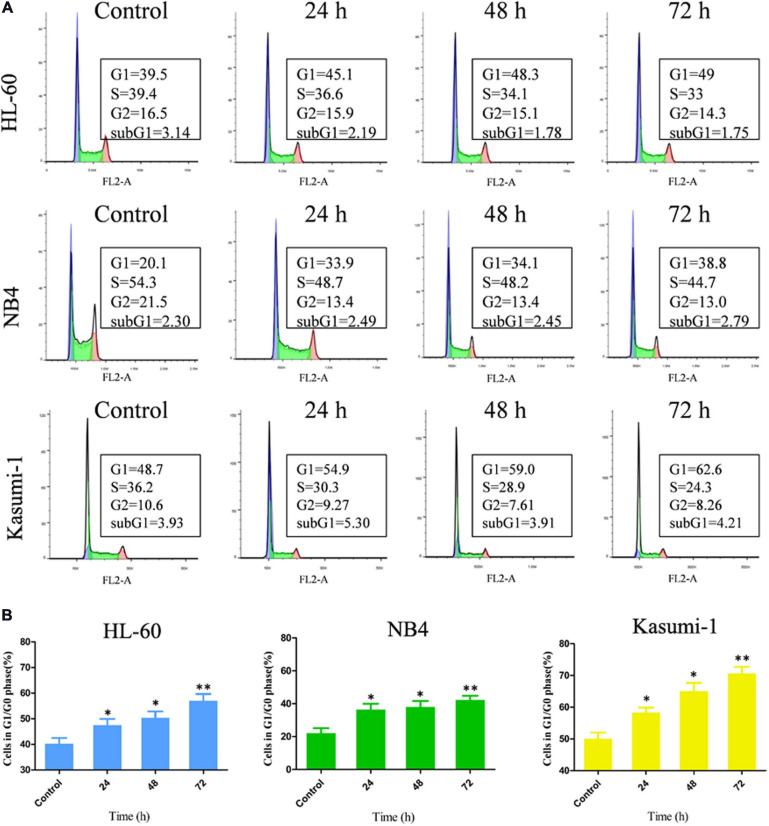
OGP46 induced the cell-cycle exit of NB4, Kasumi-1, and HL-60 cells. **(A)** NB4, HL-60, and Kasumi-1 cells were treated with OGP46 at the concentrations of 1, 2, or 1 μM, respectively, for 24, 48, or 72 h, then stained with PI, and detected by flow cytometry. **(B)** A bar graph showing the percentage of cells at G1/G0 phase a bar graph (*p < 0.05 and **p < 0.01).

### OGP46 Induces Less Apoptosis in NB4, Kasumi-1, and HL-60 Cells

To determine whether the activity of OGP46 was related to induction of cell apoptosis, HL-60, NB4, and Kasumi-1 cells were incubated with OGP46 (0.5–4 μM) for 96 h. As shown in Figures 1, 3 or 2 μM OGP46 induced less apoptosis in NB4 or HL-60 cells, respectively. Similarly, NB4 or HL-60 cells did not go through obvious apoptosis with ATRA treatment (1 or 2 μM, respectively). In addition, 1 μM OGP46 induced less apoptosis in Kasumi-1 cells. However, Kasumi-1 cells showed enhanced apoptosis induced by the same concentration of Ara-C. The results revealed that the cell-cycle arrest at G1/G0 in these cell lines treated with OGP46 at 1 or 2 μM was not associated with cell apoptosis.

**FIGURE 3:**
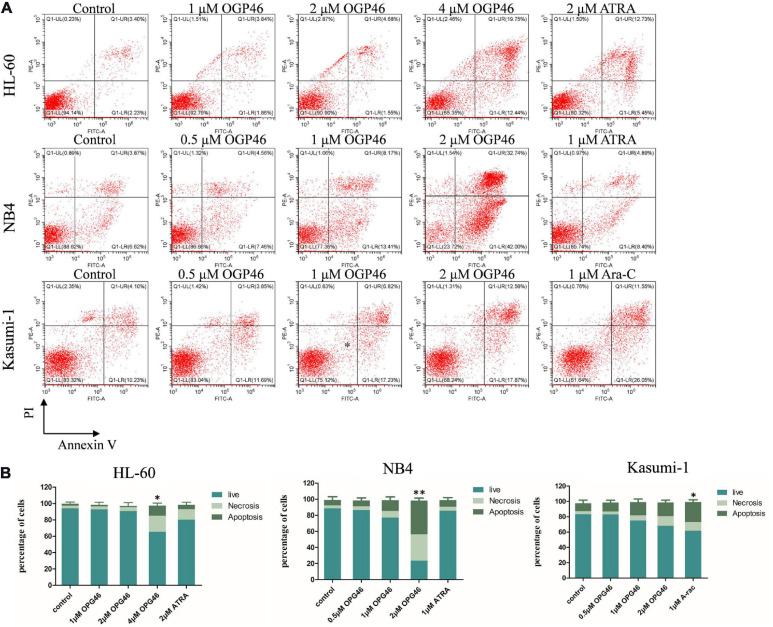
OGP46 induced the apoptosis of HL-60, NB4, and Kasumi-1 cells. **(A)** HL-60, NB4, and Kasumi-1 cell lines were treated with OGP46 (0.5, 1, 2, or 4 μM), ATRA (1 or 2 μM), or Ara-C (1 μM) for 96 h. Cells were then stained with Annexin V-FITC/PI and detected by flow cytometry. **(B)** A bar graph showing the statistical analysis of apoptosis (*p < 0.05 and **p < 0.01).

### OGP46 Promotes Differentiation in NB4, Kasumi-1, and HL-60 Cells

For proliferation inhibition of HL-60, NB4, and Kasumi-1 cells by OGP46 without inducing apoptosis, we performed morphology analysis and cell surface antigen expression analysis to determine the cell differentiation effect of OGP46 on these cells. It can be seen from Figure 4A that HL-60, NB4, and Kasumi-1 cells undergo morphological changes, such as polyploidization, increase of cell size, and decrease of the proportion of nucleus to cytoplasm. The changes of these cells treated with OGP46 were similar to the known effects of ATRA but not of Ara-C. Moreover, it is shown in Figures 4B,C that OGP46 at 1 μM significantly up-regulated the expression of cell surface antigens CD11b, CD13, and CD14 (myeloid differentiation markers) in the NB4 cell line. Similarly, 2 μM OGP46 induced cell differentiation of the HL-60 cell line, as evidenced by up-regulation of the myeloid differentiation markers CD13, CD14, and CD15. In addition, 1 μM OGP46 also increased the expression of CD13, with a significant decrease of HLA-DRA [immune regulation antigen, one of the major histocompatibility complexes Class II (MHCII)] in Kasumi-1 cell line. Thus, our findings indicate that the G1/G0 arrest of cell-cycle perhaps due to the cell differentiation induced by OGP46.

**FIGURE 4:**
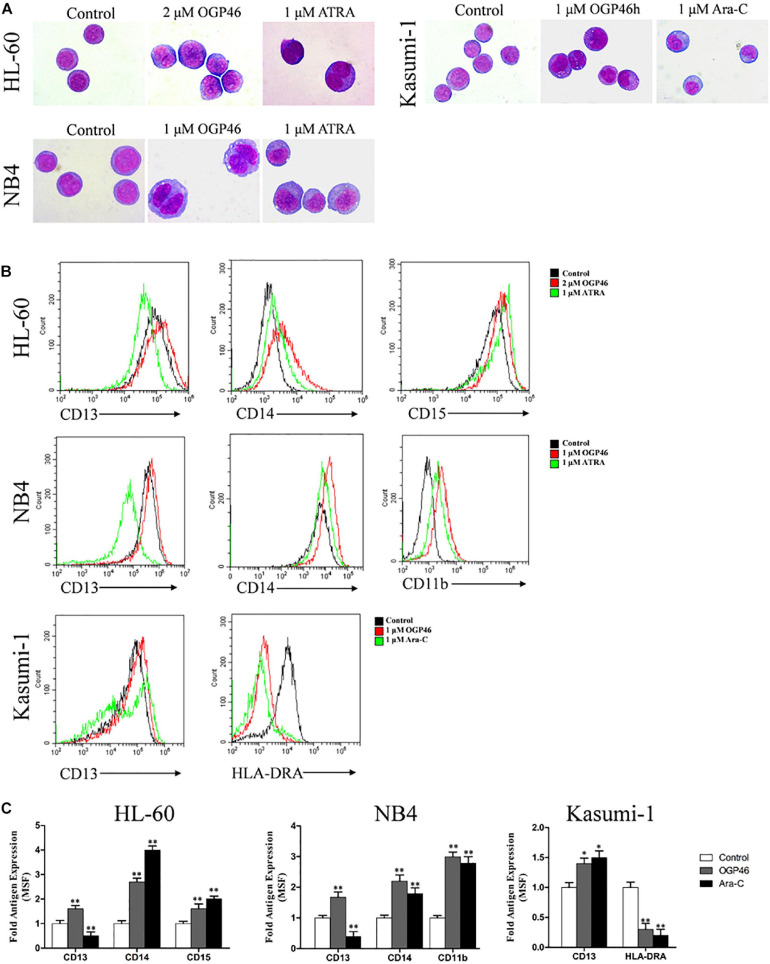
OGP46 promoted cell differentiation of HL-60, NB4, and Kasumi-1 cells. **(A)** Morphological pictures of HL-60, NB4, and Kasumi-1 cell lines were captured by oil immersion lens (×1000). **(B,C)** The expression of cell surface antigens in HL-60, NB4, and Kasumi-1 cells treated with 1, 2, or 1 μM OGP46, respectively, ATRA (1 μM), or Ara-C (1 μM) for 96 h. **(B)** Mean fluorescence intensity (MFI) of antigens. **(C)** A bar graph showing the statistical analysis of MFI (*p < 0.05 and **p < 0.01).

### OGP46 Remarkably Suppressed Colony-Formation Capacity in NB4, Kasumi-1, and HL-60 Cells

We assessed the effect of OGP46 on the colony formation of HL-60, NB4, and Kasumi-1 cells. It can be seen from Figures 5A,B that the number of colonies was decreased significantly with increasing concentration of OGP46. Moreover, the cells were not able to form colonies in these cell lines treated with OGP46 at 2 or 4 μM, as the differentiated cells that have lost their capability to form colonies. The results indicate that OGP46 could significantly inhibit the colony-formation ability of these cells.

**FIGURE 5:**
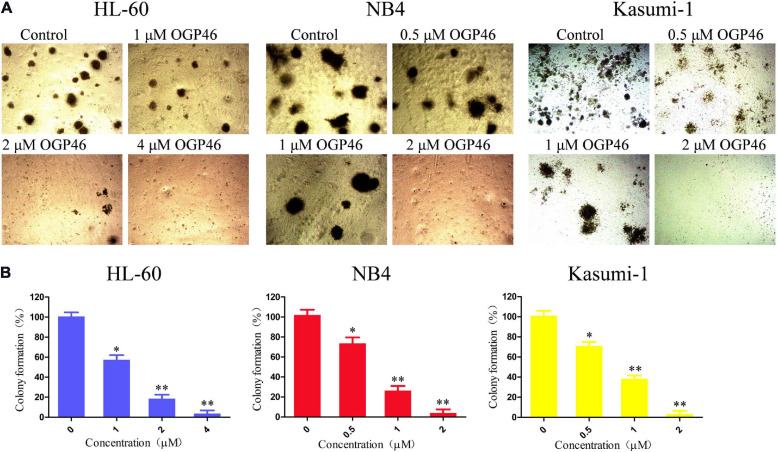
OGP46 reduced the colony-forming efficiency of HL-60, NB4, and Kasumi-1 cells. **(A)** HL-60, NB4, and Kasumi-1 cells were incubated with OGP46 (0.5–4 μM) for 15 days and then examined with light microscopy. **(B)** A bar graph showing the statistical analysis of colony-formation number (*p < 0.05 and **p < 0.01).

### Signaling Pathways Associated With Cell Differentiation Induced by OGP46 in NB4 and Kasumi-1 Cells

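NB4 is a cell line of acute promyelocytic leukemia with the PML-RARα fusion gene, and Kasumi-1 is an AML cell line with the AML1-ETO fusion gene. From each cell line, 3 control samples and 3 samples incubated with OGP46 were sequenced, 12 samples in all. OGP46 was given at 1 μM and the controls received DMSO. The incubation lasted 48 h in the paper's methods and 72 h in the legend of its Fig. 6. Poly(A) mRNA was selected with oligo(dT) and the libraries were sequenced on an Illumina genome analyzer. The authors estimated expression as FPKM and deposited 1 value per gene symbol and sample. In each sample, 27 symbols had been turned into dates and were left out, so 20003 genes were used. The FPKM of all genes summed to between 248207 and 256268 in the NB4 controls and to between 263341 and 291523 in NB4 cells with OGP46. In Kasumi-1 cells, the sum lay between 279879 and 310262 in the controls and between 279802 and 296455 with OGP46. Between 9339 and 9746 genes per sample reached 1 FPKM. FPKM carry no read counts, so the sequencing depth is unknown and no counting error can be given. OGP46 was compared with control within each cell line by limma on log2(FPKM + 0.1), over the genes with a mean of at least 0.1 FPKM in that cell line. A gene was counted as up- or down-regulated when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was at least 0.58 in size, the threshold in the paper's methods. The samples of each group carry the numbers 1 to 3, and every test was also run with this number as a block, which compares same-numbered samples. As a check of this pairing, each sample's deviation from its group mean was correlated between same-numbered control and OGP46 samples, across the genes with a mean of at least 5 FPKM and across all genes tested.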

To discover major mechanism regulating the induction differentiation by OGP46, the mRNA expression levels using mRNA sequencing (mRNA-seq) were investigated in NB4 and Kasumi-1 cell lines incubated with OGP46. 

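In NB4 cells, 11750 genes were tested. With OGP46, 170 of them were up-regulated and 13 down-regulated, and the smallest adjusted p from limma was 0.0204. Without adjustment for multiple testing, 527 genes were higher and 136 lower at the same fold change. The median log2 fold change of all genes tested was 0.18, so the values as deposited were higher with OGP46 across most genes. This median was 0.06 after scaling to TPM, −0.04 after median centring and −0.01 after quantile normalization. Under each of these 3 scalings 0 genes passed the threshold, while 282, 159 and 212 genes were higher and 172, 252 and 207 lower without adjustment. Same-numbered control and OGP46 samples deviated together, with a mean Pearson r of 0.65 across the 6264 genes with a mean of at least 5 FPKM and 0.39 across all genes tested. Genes are not independent replicates. With the replicate number as a block, 595 genes were up-regulated and 135 down-regulated. Under the block, the share of up-regulated genes moved from 81.5% with the values as deposited to 69.0% with TPM, 54.9% with quantile normalization and 48.1% with median centring. The corresponding counts were 309 up and 139 down, 218 up and 179 down, and 188 up and 203 down. These 3 combinations were chosen after seeing the data. When one sample was left out at a time, 156 of the 183 genes passed again without OGP46 sample 2, and at most 2 without any other sample. Among the genes with the largest changes whose groups did not overlap were PLA2G4B, PYDC5, HMOX1 and TMED7-TICAM2 upwards and JMJD7-PLA2G4B, URGCP-MRPS24, DEFB1, AQP5 and SNX32 downwards. HMOX1 was at 5.37 ± 2.05 FPKM (SD, n = 3) in the controls and at 28.8 ± 14.4 FPKM (SD, n = 3) with OGP46. Its log2 fold change was 2.34 (standard error 0.42, adjusted p = 0.0375 from limma, 2.5e-07 with the block). DEFB1 was at 20.4 ± 11.1 FPKM in the controls and 4.92 ± 1.47 FPKM with OGP46, a log2 fold change of −1.93 (standard error 0.37, adjusted p = 0.0428, 3.6e-06 with the block). For PLA2G4B the log2 fold change was 2.88, and for JMJD7-PLA2G4B, with which it shares exons, it was −3.12. In FPKM, the one rose by 1.14 and the other fell by 0.809. TMED7-TICAM2 had a log2 fold change of 2.28 and rose by 0.916 FPKM while TICAM2 fell by 0.249 FPKM, and URGCP-MRPS24 had one of −2.32 and fell by 0.531 FPKM while URGCP rose by 0.550 FPKM. An exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.10, which all genes with non-overlapping groups reach.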

As shown in Figure 6A, we screened for 182 genes that were up-regulated, while 258 genes were down-regulated in NB4 cells. Similarly, there were 47 genes with significant up-regulation, whereas 96 genes were down-regulated in Kasumi-1 cells. These data suggest that OGP46 does not affect all genes universally for its different effects on the mRNA expression of various species. 

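In Kasumi-1 cells, 11835 genes were tested. Without the block, KCTD12 and SQSTM1 were up-regulated and HIST2H2AC and TRH down-regulated, 2 genes in each direction. Without adjustment, 76 genes were higher and 67 lower at the same fold change. The median log2 fold change of all genes tested was 0.05. Same-numbered samples deviated together with a mean Pearson r of 0.49 across the 6389 genes with a mean of at least 5 FPKM and 0.26 across all genes tested. With the replicate number as a block, 32 genes were up-regulated and 41 down-regulated. Under the block, 43.8% of these genes were up-regulated, against 28.0% with median centring (26 up and 67 down), 52.5% with TPM (52 up and 47 down) and 32.1% with quantile normalization (26 up and 55 down), combinations chosen after seeing the data. Of the alternatives without the block that keep the adjusted p, array weights moved the number of up-regulated genes most, to 16 beside 11 down-regulated ones. KCTD12 rose from 2.74 ± 0.116 to 4.47 ± 0.113 FPKM (SD, n = 3 each), a log2 fold change of 0.69 (standard error 0.08, adjusted p = 0.0242 from limma, 0.0044 with the block). SQSTM1 rose from 22.3 ± 1.91 to 33.7 ± 0.992 FPKM, a log2 fold change of 0.59 (standard error 0.07, adjusted p = 0.0242, 0.0044 with the block). TRH fell from 36.9 ± 1.76 to 20.7 ± 1.88 FPKM, a log2 fold change of −0.84 (standard error 0.08, adjusted p = 0.0103, 0.0018 with the block). HIST2H2AC fell from 3.74 ± 0.556 to 1.90 ± 0.182 FPKM, a log2 fold change of −0.94 (standard error 0.13, adjusted p = 0.0397, 0.0076 with the block). It belongs to a family of near-identical histone genes, whose reads are hard to assign to one member. How well the oligo(dT) selection captures histone mRNA was not tested. With one sample left out at a time, the log2 fold change of TRH stayed between −0.89 and −0.76 and that of KCTD12 between 0.65 and 0.71. No sample could be left out with all 4 genes still past the threshold, except OGP46 sample 3.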

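Whether the effect of OGP46 differed between NB4 and Kasumi-1 cells was tested by the interaction of cell line and treatment over the 12309 genes with a mean of at least 0.1 FPKM in all 12 samples. At an adjusted p below 0.05, 0 genes differed, and 1348 did without adjustment. With the replicate number as a block, 237 genes differed, 223 with a higher log2 fold change in NB4 cells and 14 with a lower one. Of these 237 genes, 31 lay below a mean of 0.1 FPKM in Kasumi-1 cells and 2 in NB4 cells. With pseudocount 1 and no block, 14 genes differed, 6 of them below that level in Kasumi-1 cells. Across all genes, the log2 fold change was higher in NB4 cells by a median of 0.12. The difference of the 2 medians is part of these counts. After median centring, chosen with the block after seeing the data, 144 genes differed, 97 higher and 47 lower in NB4 cells. For a gene such as DEFB1, listed at 0 in all Kasumi-1 samples, the difference of −1.93 is the log2 fold change in NB4 cells itself and shows no different response (adjusted p = 0.151 from limma without the block and 0.0042 with it).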

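In NB4 cells, CD14 was at 0.147 ± 0.102 FPKM (SD, n = 3) in the controls and 0.708 ± 0.396 FPKM (SD, n = 3) with OGP46, a log2 fold change of 1.67 (standard error 0.42, adjusted p = 0.0692 from limma). ITGA3 rose from 0.125 ± 0.00883 to 0.478 ± 0.0969 FPKM, a log2 fold change of 1.35 (standard error 0.22, adjusted p = 0.0335). CXCL8 rose from 5.85 ± 3.63 to 21.5 ± 12.4 FPKM, a log2 fold change of 1.91 (standard error 0.69, adjusted p = 0.121). OGP46 sample 2, at 7.20 FPKM, lay below control samples 1 and 3. IL1B rose from 1.17 ± 0.850 to 4.71 ± 2.78 FPKM, a log2 fold change of 1.97 (standard error 0.56, adjusted p = 0.0817). IL10 rose from 0.0488 ± 0.0182 to 0.484 ± 0.241 FPKM, a log2 fold change of 1.87 (standard error 0.37, adjusted p = 0.0434). IL17RB fell from 0.223 ± 0.0266 to 0.0456 ± 0.0400 FPKM, a log2 fold change of −1.18 (standard error 0.29, adjusted p = 0.0668). INHBB was at 0.101 ± 0.0187 FPKM in the controls and 0.00953 ± 0.00826 FPKM with OGP46, which is below the filter. Tested without the filter, its log2 fold change was −0.88 (standard error 0.11, adjusted p = 0.0565). ITGA3 and IL10 thus passed the threshold without the block. With it, the adjusted p was 4.9e-04 for CD14, 0.0027 for ITGA3, 4.7e-07 for CXCL8, 3.3e-06 for IL1B, 0.0023 for IL10 and 0.0169 for IL17RB, and these 6 genes passed. The pairing r of the NB4 samples was 0.65 across genes of at least 5 FPKM and 0.39 across all genes tested, and most of the genes named here lie below 5 FPKM. In every same-numbered pair, the first 5 of these genes were higher and IL17RB and INHBB lower with OGP46. With one sample left out at a time, the log2 fold change stayed between 1.30 and 2.04 for CD14, 1.22 and 1.46 for ITGA3, 1.18 and 2.57 for CXCL8, 1.46 and 2.48 for IL1B, 1.64 and 2.29 for IL10, and −1.39 and −1.01 for IL17RB.

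**Figure D1:**
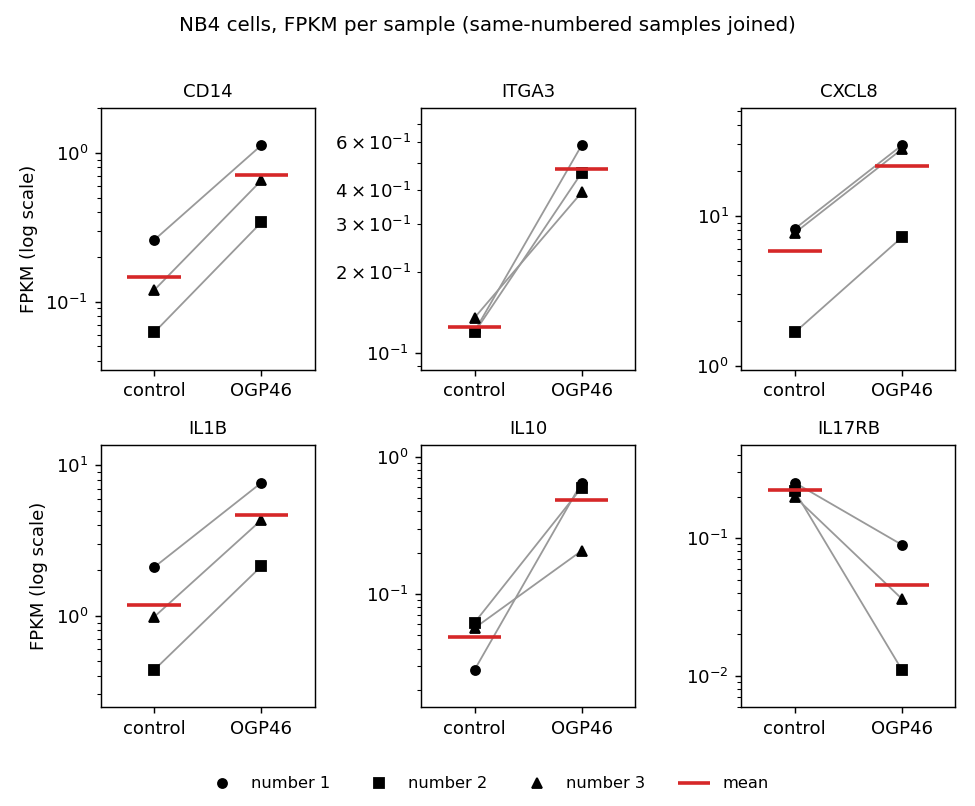
FPKM of 6 genes in NB4 cells on a log axis, with 1 panel per gene and the control and OGP46 samples side by side. Points are samples, grey lines join same-numbered samples and red bars are means of 3 samples. All lines rise except those of IL17RB, and for CXCL8 the groups overlap.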

As shown in Figure 6B, genes such as CD14, ITGA3 (CD49C), CXCL8, IL1B, and IL10 were significantly up-regulated, whereas genes including IL17RB and INHBB were significantly down-regulated in NB4 cells incubated with OGP46. Similarly, OGP46 significantly up-regulated the expression of genes including CXCL8, TLR4, TLR6, HMOX1, CTSL, and FCAR in Kasuimi-1 cells. In addition, the expression of genes such as HLA-DRA, HLA-DRB1, TAP1, CCND2 (cyclinD2), and IL18RAP was significantly reduced after OGP46 treatment. Furthermore, it can be seen from Figure 6C, by the Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis, several key signaling pathways, such as transcriptional misregulation in cancer pathway [CXCL8, CD14, cyclin-dependent kinase inhibitor 1A (CDKN1A), ITGAM (CD11b), ID2, BCL6, ITGB7, MMP9, CEBPB, ERG, and TFE3 were enriched), cytokine–cytokine receptor interaction pathway (CXCL8, IL10, IL1R1, IL1B, INHBB, CCR2, IL17RB, CXCL16, CCL2, TNFSF9, BMP2, and CSF2RA were enriched), which were associated with the differentiation of NB4 cells. In addition, the hematopoietic cell lineage (HLA-DRA, HLA-DRB1, CD13, and GP1BB), phagosome pathway (HLA-DRA, HLA-DRB1, TAP1, CTSL, and FCAR were enriched), and cytokine–cytokine receptor interaction pathway (CXCL8, IL18RAP, IL17RE, CXCL1, and ACVR2A were enriched) which were also related to the cell differentiation of Kasuimi-1 cells. 

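In Kasumi-1 cells, CXCL8 rose from 1.91 ± 1.35 to 4.79 ± 1.92 FPKM (SD, n = 3 each), a log2 fold change of 1.44 (standard error 0.42, adjusted p = 0.164 from limma, 0.0050 with the replicate block). TLR6 rose from 0.722 ± 0.114 to 1.36 ± 0.148 FPKM, a log2 fold change of 0.83 (standard error 0.15, adjusted p = 0.0733, 0.0217 with the block). CTSL rose from 0.265 ± 0.151 to 0.589 ± 0.0781 FPKM, a log2 fold change of 1.00 (standard error 0.29, adjusted p = 0.162, 0.0408 with the block). TLR4 rose from 1.21 ± 0.109 to 1.81 ± 0.269 FPKM. Its log2 fold change of 0.54 (standard error 0.14, adjusted p = 0.126, 0.0376 with the block) lies under the minimum of 0.58. HMOX1 rose from 0.290 ± 0.266 to 0.748 ± 0.133 FPKM, a log2 fold change of 1.33 (standard error 0.40, adjusted p = 0.170, 0.0690 with the block). FCAR rose from 0.301 ± 0.112 to 0.552 ± 0.0799 FPKM, a log2 fold change of 0.73 (standard error 0.23, adjusted p = 0.183, 0.101 with the block). All OGP46 samples lay above all controls for these 6 genes. Chance gives 10% of genes in one direction or the other, but this share does not hold for genes that the paper chose from the same data. None of the 6 passed the threshold with the values as deposited, the filter at 0.1 FPKM and no block, and CXCL8, TLR6 and CTSL did with the block. Without the block, TLR6 passed at a minimum of 1 FPKM and with array weights. The pairing r in Kasumi-1 cells was 0.49 across genes of at least 5 FPKM and 0.26 across all genes tested, and these 6 genes lie below 5 FPKM. When the adjustment covered these 6 genes alone, 5 passed without the block, which shows no stability for genes that the paper chose from the same data.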

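HLA-DRA was at 11.5 ± 1.32 FPKM (SD, n = 3) in the Kasumi-1 controls and 6.73 ± 1.48 FPKM (SD, n = 3) with OGP46, a log2 fold change of −0.78 (standard error 0.14, adjusted p = 0.0747 from limma, 0.0029 with the replicate block). HLA-DRB1, which shares reads with paralogs, fell from 0.989 ± 0.243 to 0.602 ± 0.305 FPKM, a log2 fold change of −0.73 (standard error 0.33, adjusted p = 0.328, 0.0930 with the block). TAP1 fell from 0.545 ± 0.147 to 0.288 ± 0.0847 FPKM, a log2 fold change of −0.73 (standard error 0.23, adjusted p = 0.183, 0.0525 with the block). CCND2 fell from 17.9 ± 1.38 to 15.5 ± 1.48 FPKM, a log2 fold change of −0.21 (standard error 0.09, adjusted p = 0.280, 0.0791 with the block). IL18RAP fell from 0.125 ± 0.0482 to 0.0762 ± 0.0124 FPKM, a log2 fold change of −0.33 (standard error 0.28, adjusted p = 0.590, 0.533 with the block). Of these genes, HLA-DRA passed the threshold with the block (pairing r 0.49 across genes of at least 5 FPKM, 0.26 across all genes tested). None did with the values as deposited, the filter at 0.1 FPKM and no block. Without the block, HLA-DRA passed at a minimum of 1 FPKM and with array weights. All same-numbered pairs fell for HLA-DRA, HLA-DRB1, TAP1 and CCND2, and 2 of 3 pairs fell for IL18RAP. The groups did not overlap for HLA-DRA, HLA-DRB1 and TAP1. With one sample left out at a time, the log2 fold change lay between −0.94 and −0.62 for HLA-DRA, −0.96 and −0.29 for HLA-DRB1, −0.90 and −0.55 for TAP1, and −0.28 and −0.16 for CCND2.

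**Figure D2:**
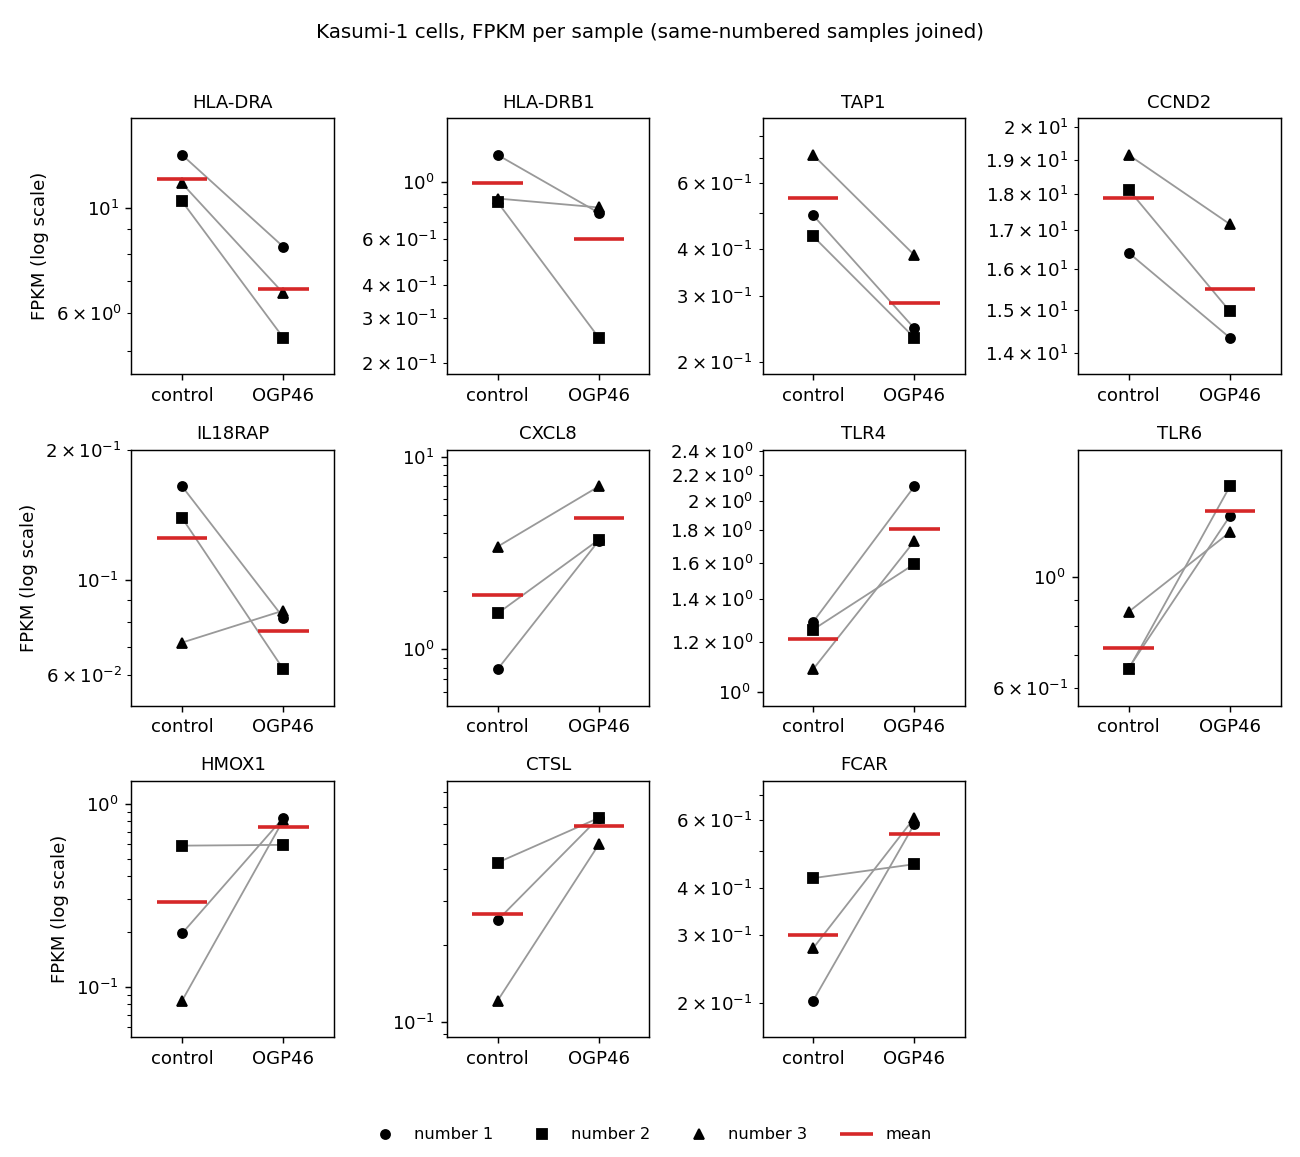
FPKM of 11 genes in Kasumi-1 cells on a log axis, with 1 panel per gene and the control and OGP46 samples side by side. Points are samples, grey lines join same-numbered samples and red bars are means of 3 samples. For HLA-DRA the 3 OGP46 samples lie below the 3 controls, and for CXCL8, TLR4, TLR6, HMOX1, CTSL and FCAR above them.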

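The paper lists 11 genes for the transcriptional misregulation in cancer pathway in NB4 cells. ERG lies below the filter, and the other 10 were higher with OGP46, with log2 fold changes from 0.71 to 1.91 (median 1.13). Of the 10 genes tested, CDKN1A, ITGAM and CEBPB passed the threshold over all genes. With the replicate block all 10 passed, but 8 when median centring was added after seeing the data, where BCL6 (adjusted p = 0.0686) and TFE3 (log2 fold change 0.49) did not. Adjustment over the list alone gave 10 as well, which shows no stability for genes chosen from the same data. ITGAM rose from 2.74 ± 0.290 to 5.93 ± 0.861 FPKM (SD, n = 3 each), a log2 fold change of 1.08 (standard error 0.14, adjusted p = 0.0233 from limma, 6.2e-05 with the block). CEBPB rose from 10.9 ± 1.51 to 19.1 ± 1.22 FPKM, a log2 fold change of 0.82 (standard error 0.11, adjusted p = 0.0289, 4.5e-04 with the block). ERG was at 0.117 ± 0.0620 FPKM in the controls and 0.0255 ± 0.0142 FPKM with OGP46. Tested without the filter, its log2 fold change was −0.76 (standard error 0.22, adjusted p = 0.120), and ERG is also expressed in Kasumi-1 cells, whose genes appear at a low level in the NB4 controls. After subtraction of that signal, all 3 controls still lay above all 3 OGP46 samples. Of the 12 genes listed for the cytokine–cytokine receptor interaction pathway, INHBB and CSF2RA lie below the filter. Among the other 10, IL10 and TNFSF9 passed upwards and BMP2 downwards. TNFSF9 had a log2 fold change of 1.17 (standard error 0.15, adjusted p = 0.0226) and BMP2 one of −0.84 (standard error 0.17, adjusted p = 0.0467). With the block 9 of the 10 passed, all but IL1R1 (log2 fold change 0.83, adjusted p = 0.119, 0.0685 with the block). The pairing r for NB4 cells was 0.65 across genes of at least 5 FPKM and 0.39 across all genes tested. The KEGG enrichment was not analysed here. Instead, 11 lists of genes fixed beforehand were tested with limma's camera, which asks whether a list changed more than the other genes. The lists were written with the paper known, and some hold genes that it names for these data. Among these genes are CD14, ITGAM and TLR4 (monocyte and macrophage) and HLA-DRA and HLA-DRB1 (MHC class II). The results of such lists are not independent of the paper's selection. In NB4 cells, 15 monocyte and macrophage genes had a median log2 fold change 0.91 above that of all genes (camera adjusted p = 0.0013, 8.5e-09 with the block), and 14 of the 15 lay above it. Among them ITGAX changed by 1.11, C5AR1 by 1.93 and CD68 by 0.62. The median of the 8 primary granule genes differed by −0.91 from that of all genes (camera adjusted p = 3.7e-09, 7.3e-21 with the block). PRTN3 among them fell from 284.7 ± 152.8 to 120.8 ± 85.0 FPKM (SD, n = 3 each), a log2 fold change of −1.36 (adjusted p = 0.155 from limma, 1.4e-05 with the block). When camera estimated the correlation between genes from the samples, neither list passed (adjusted p = 0.446 and 0.234 without the block, and 0.375 for both with it, a combination chosen after seeing the data that found none of the simulated lists either).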

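In Kasumi-1 cells, none of the genes listed for these 3 pathways passed the threshold with the values as deposited, the filter at 0.1 FPKM and no replicate block. Other settings without the block passed HLA-DRA, IL17RE and CXCL1 (a minimum of 1 FPKM, array weights) and IL17RE (each of the 3 scalings). With the block, 1 of the 4 hematopoietic cell lineage genes passed (HLA-DRA) and 2 of the 5 phagosome genes (HLA-DRA and CTSL). Of the 5 cytokine–cytokine receptor genes, 3 passed with it (CXCL8, IL17RE and CXCL1). The pairing r was 0.49 across genes of at least 5 FPKM and 0.26 across all genes tested. Adjusted over each list alone, 1, 4 and 3 genes passed without the block. IL17RE fell from 6.18 ± 0.767 to 3.81 ± 0.485 FPKM (SD, n = 3 each), a log2 fold change of −0.69 (standard error 0.12, adjusted p = 0.0611 from limma, 0.0107 with the block). CXCL1 rose from 0.822 ± 0.0621 to 1.78 ± 0.460 FPKM, a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.0647, 0.0076 with the block). ANPEP, which encodes CD13, was at 15.6 ± 2.60 FPKM in the controls and 16.6 ± 1.85 FPKM with OGP46, a log2 fold change of 0.09 (standard error 0.12, adjusted p = 0.731, 0.396 with the block). GP1BB had a log2 fold change of −0.33 (adjusted p = 0.346, 0.106 with the block), and ACVR2A one of 0.51 (adjusted p = 0.272, 0.184 with the block). Among the gene lists tested with camera, the 7 MHC class II genes had a median log2 fold change that differed by −0.38 from that of all genes (camera adjusted p = 8.0e-05, 3.7e-05 with the block), and all 7 lay below it. CD74 among them had a log2 fold change of −0.31 (standard error 0.07, adjusted p = 0.109 from limma, 0.0315 with the block). HLA-DRA and HLA-DRB1 are also in this list, and the paper names both as reduced in these data. The 8 primary granule genes differed by −0.48 (camera adjusted p = 2.9e-08, 6.6e-12 with the block), all 8 below the median of all genes. The 11 monocyte and macrophage genes differed by 0.18 (camera adjusted p = 0.0419, 0.0171 with the block), and all 11 lay above the median. This list did not pass without a filter (0.115), at a minimum of 1 FPKM (0.0584), with array weights (0.0648) or in the joint model (0.205). With the correlation between genes estimated from the samples, these 3 lists did not pass (adjusted p = 0.234, 0.234 and 0.342 without the block, and 0.375, 0.375 and 0.474 with it, a combination chosen after seeing the data that found none of the simulated lists either).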

Our finding also revealed that cytokine–cytokine receptor interaction pathway was common in both NB4 and Kasumi-1 cell lines.

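Of the genes that the paper lists for the cytokine–cytokine receptor interaction pathway, CXCL8 is listed in both cell lines. Among the 10904 genes tested in both cell lines, 156 passed in NB4 cells and 3 in Kasumi-1 cells, and 0 passed in both. Without adjustment, 36 genes passed in both, 35 of them in the same direction. With the replicate block, 25 genes passed in both, against 3.35 given by chance (Fisher's exact test, two-sided p = 3.3e-16), and 23 had the same direction. These 25 genes include CXCL8, EGR1, KLF2, NQO1, TLR6 and MS4A3. Fisher's test treats genes as independent, which they are not. Across the 10904 genes, the log2 fold changes of the 2 cell lines had a Spearman rho of 0.43 and a Pearson r of 0.38. The mean of the log2 fold changes of both cell lines was tested against 0 in one limma model of the 12 samples. This test does not ask for a response in each cell line, so a large change in one of them can pass. Of 12309 genes, 1970 had a mean change at an adjusted p below 0.05, 1867 higher and 103 lower. Of these, 1918 changed in the same direction in both cell lines and 48 in opposite directions, and 712 had the same direction with an unadjusted p below 0.05 in each. A further limit is that 47 lay below a mean of 0.1 FPKM in one cell line, such as IL10 and DEFB1, which are listed at 0 in all Kasumi-1 samples. The minimum fold change was also passed by 123 of the higher and 42 of the lower genes. The shares of the directions changed with the scaling. After median centring, 597 genes had a mean change, 167 higher and 430 lower, after TPM scaling 629 were higher and 123 lower, and after quantile normalization 249 were higher and 261 lower. With the block, 3270 genes had one, 2943 higher and 327 lower. In combinations chosen after seeing the data, the block with median centring gave 917 higher and 1923 lower, and the block with GC and length correction 1257 higher and 1369 lower. CXCL8 had a mean log2 fold change of 1.67 (standard error 0.48, adjusted p = 0.0345 from limma, 1.3e-04 with the block) and HMOX1 one of 1.84 (standard error 0.34, adjusted p = 0.0080, 0.0013 with the block). KLF2 rose by 1.48 (standard error 0.14, adjusted p = 0.0019) and IGLL1 changed by −1.24 (standard error 0.18, adjusted p = 0.0037). After median centring without the block, the adjusted p was 0.0784 for CXCL8, 0.0249 for HMOX1, 0.0033 for KLF2 and 0.0101 for IGLL1. From the genes counted as differentially expressed in each cell line, the paper derives the enriched KEGG pathways (Fig. 6C). It lists cytokine–cytokine receptor interaction for each cell line and states that this pathway is common to both.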

**FIGURE 6:**
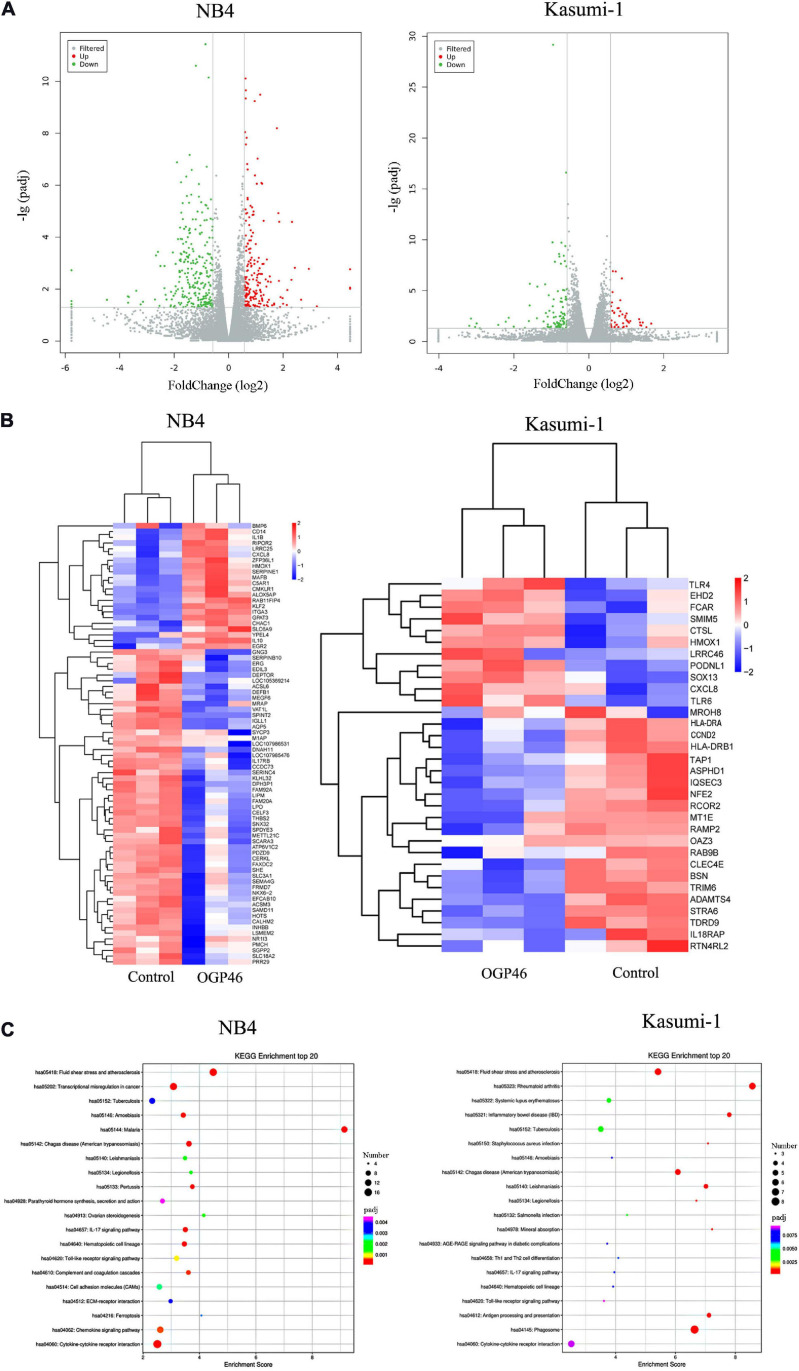
The effect of OGP46 is associated with the transcriptional misregulation in cancer pathway in NB4 cells and hematopoietic cell lineage, and phagosome pathways in Kasumi-1 cells. **(A)** Volcano plots of NB4 and Kasumi-1 cells. **(B)** Heatmap of differentially expressed genes [only 100 genes (*p* < 0.05 and | log _2_ FC| > 2) according to their *p*-value in the NB4 cell line and 41 genes (*p* < 0.05 and | log _2_ FC| > 2) according to their *p*-value in the Kasumi-1 cell line are shown in this figure]. **(C)** KEGG pathway analyses of all differentially expressed genes. NB4 or Kasumi-1 cells were incubated with 1 μM OGP46 for 72 h, and then mRNA sequencing was performed. The figures are representative of three independent experiments.

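The criteria of the heatmap are a p below 0.05 and a log2 fold change above 2 in size. Its legend does not say whether the p was adjusted. With an unadjusted p, these criteria were met by 10 genes in NB4 cells, 7 up and 3 down, and by 1 gene in Kasumi-1 cells, which was down. With the replicate block (pairing r 0.65 and 0.49 across genes of at least 5 FPKM, 0.39 and 0.26 across all genes tested), 12 genes met them in NB4 cells and 2 in Kasumi-1 cells. A pseudocount of 0.01, which widens the fold changes of genes with low FPKM, moved the numbers most, to 48 and 13. By the adjusted p, 7 of the 10 genes in NB4 cells remained at the same fold change, and 0 in Kasumi-1 cells.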

RNA-seq results were verified, by real-time PCR and Western blotting in NB4 and Kasumi-1 cells. It can be seen from Figures 7A–C that the transcriptional and protein levels of CDKN1A and CXCL8 were up-regulated significantly, while the expression of CCND2 at both levels was remarkably down-regulated, which was consistent with the result of mRNA-seq.

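In the mRNA-seq data, CDKN1A rose in NB4 cells from 1.54 ± 0.335 FPKM (SD, n = 3) in the controls to 4.48 ± 1.53 FPKM (SD, n = 3) with OGP46. The log2 fold change was 1.45 (standard error 0.26, adjusted p = 0.0364 from limma, 2.6e-05 with the replicate block). It stayed between 1.21 and 1.70 with one sample left out at a time, and the adjusted p then lay between 0.0345 and 0.154. In Kasumi-1 cells, CDKN1A was at 2.65 ± 0.678 FPKM in the controls and 2.92 ± 0.368 FPKM with OGP46, a log2 fold change of 0.16 (standard error 0.18, adjusted p = 0.695, 0.362 with the block). It was higher with OGP46 in all 3 same-numbered pairs, but the groups overlapped, and with one sample left out the log2 fold change ranged from −0.06 to 0.30. The difference of the log2 fold change of CDKN1A between the cell lines was 1.29 (interaction adjusted p = 0.225, 0.0096 with the block). The pairing r was 0.65 in NB4 cells and 0.49 in Kasumi-1 cells across genes of at least 5 FPKM, and 0.39 and 0.26 across all genes tested. CCND2 was at 18.7 ± 1.39 FPKM in the NB4 controls and 16.1 ± 2.69 FPKM with OGP46, a log2 fold change of −0.22 (standard error 0.13, adjusted p = 0.283, 0.0920 with the block). The value was lower with OGP46 in all 3 pairs, and the groups overlapped. Relative to the median of all genes in NB4 cells, CCND2 changed by −0.40. With the block and median centring together, a combination chosen after seeing the data, the adjusted p of CCND2 was 0.0060 in NB4 cells and 0.0090 in Kasumi-1 cells, and the fold change stayed under the minimum in both.

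**Figure D3:**
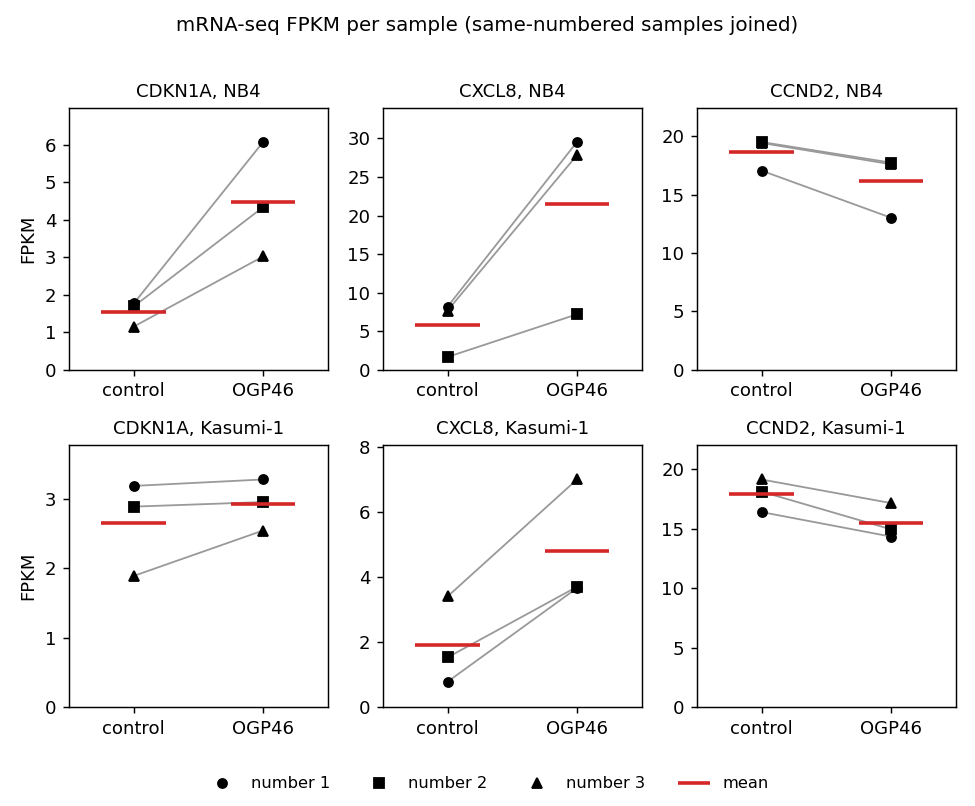
FPKM of CDKN1A, CXCL8 and CCND2 in NB4 cells (upper panels) and Kasumi-1 cells (lower panels), with control and OGP46 samples side by side and axes from 0. Points are samples, grey lines join same-numbered samples and red bars are means of 3 samples. Within each pair CDKN1A and CXCL8 rise and CCND2 falls in both cell lines.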

**FIGURE 7:**
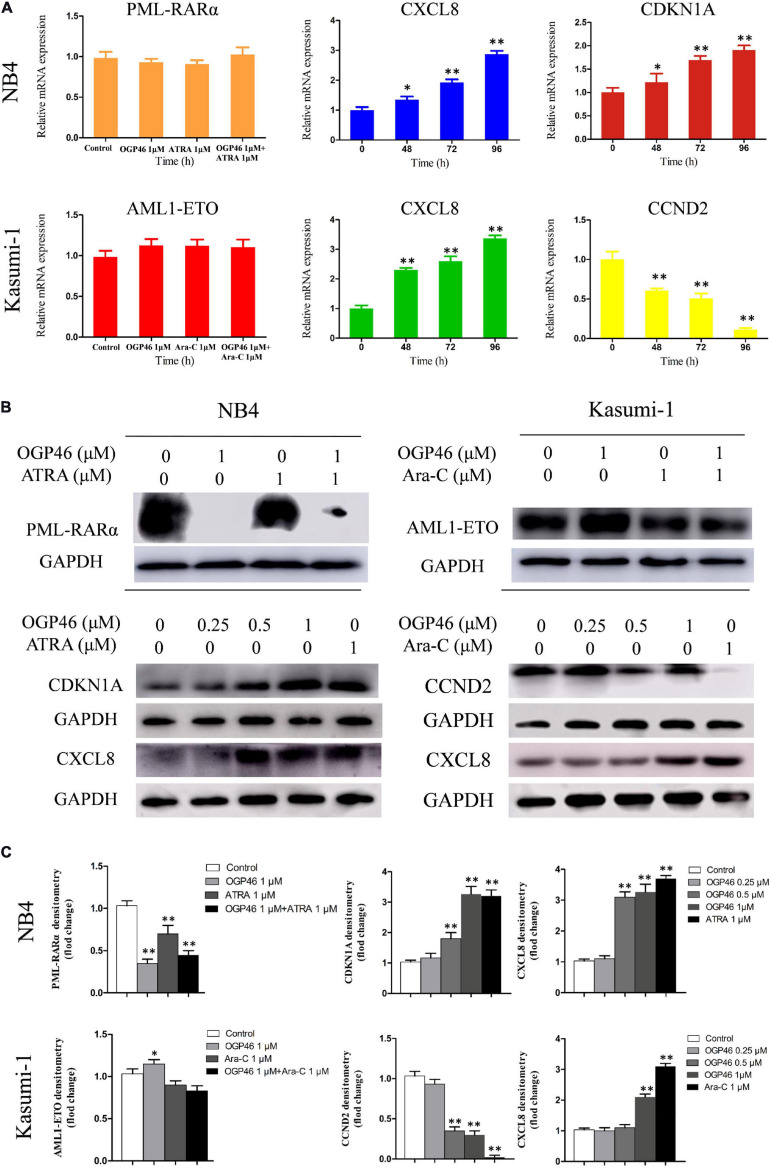
The expression of mRNA and protein of PML-RARα, AML1-ETO, CXCL8, CDKN1A, and CCND2 related to the cell differentiation or cell cycle arrest. **(A,B)** Real-time PCR and Western blotting were used to determine the mRNA and protein expression in NB4 and Kasumi-1 cell lines incubated with OGP46. NB4 or Kasumi-1 cells were treated with OGP46 (1 μM) with or without ATRA (1 μM) or Ara-C (1 μM) for 96 h for detection of PML-RARα and AML1-ETO. NB4 or Kasumi-1 cells were treated with OGP46 (1 μM), ATRA (1 μM), or Ara-C (1 μM) for the indicated time for detection of CXCL8, CDKN1A, and CCND2. **(C)** Protein expression was quantified by the software AI600 images. *p < 0.05 and **p < 0.01.

Because PML-RARα is a critical fusion gene in the NB4 cell line and it is involved in the transcriptional misregulation in cancer pathway (KEGG pathway hsa05202), we next investigated the effect of OGP46 on transcriptional and protein level of PML-RARα in NB4 cells. The results showed that PML-RARα was significantly inhibited at the protein level rather than the transcriptional level (Figures 7A–C). These data reveal that the inhibition efficiency of OGP46 on NB4 cells perhaps was contributed to the depletion of the PML-RARα protein. Similarly, considering that AML1-ETO involved in the transcriptional misregulation in cancer pathway plays central roles in Kasuimi-1 cells, the transcriptional and protein levels of AML1-ETO were determined. It can be seen from Figures 7A–C that OGP46 did not alter the expression of mRNA and protein levels of AML1-ETO. These results also indicate that the effects of OGP46 on the PML-RARα and the AML1-ETO protein are different.

## Discussion

Acute myelogenous leukemia is a complex malignant disease that is characterized by myeloid cell differentiation blockage (Olsson et al., 1996; Vradii et al., 2005), which was classified into M0–M7 subtypes. APL, AML subtype M3, is characterized by the presence of the leukemogenic PML-RARα fusion gene, representing 5–10% of AML cases. In addition, the (8;21) is one of the most frequent chromosomal translocations observed in 12–20% of all AML patients (Spirin et al., 2014) and 40–80% of AML-M2-subtype. For the past few decades, the standard therapy of AML has been based on the combination of an anthracycline and Ara-C (Bjerre et al., 2020). Although CR rates are initially high, the adult 5-year overall survival rate of AML patients is less than 40% due to chemotherapy resistance (Olsson et al., 1996; Wang and Chen, 2008). Fortunately, the differentiation therapy of ATRA dramatically improves long-term clinical outcomes for APL patients (Tallman et al., 2002; Hu et al., 2009). However, the development of treatment resistance may also occur in APL patients. Moreover, clinical effectiveness of ATRA-based differentiation therapy has no effects on the non-APL AML (Gocek and Marcinkowska, 2011). Therefore, in this study, we investigated the differentiation of AML cell lines including APL cells and M2 subtype AML cells, using a diterpenoid compound, OGP46.

Our previous study had found that OGP46 exhibited potent activity against CML cell lines by inducing cell differentiation (Wei et al., 2020). In this study, we discovered that OGP46 induced cell-cycle arrest at the G1/G0 phase and caused inhibition of cell proliferation by inducing cell differentiation in HL-60, NB4, and Kasumi-1 cells. Furthermore, the effect of OGP46 may be attributed to the transcriptional misregulation in cancer pathway in the NB4 cell line. In addition, hematopoietic cell lineage and phagosome pathways play central roles in the differentiation of Kasumi-1 cell line. Altogether, we found that OGP46 is effective against AML cell lines by inducing cell differentiation through different signaling pathways depending on cell types.

The transcriptional misregulation in cancer pathway is involved in PML-RARα, which has been found responsible for the differentiation block (Zhu et al., 1999). Thus, PML-RARα plays an important role in cell differentiation in the transcriptional misregulation in cancer pathway. Here, we showed that OGP46 had the cell differentiation effect on NB4 cells associated with the transcriptional misregulation in cancer pathway. Moreover, PML-RARα protein expression was inhibited by OGP46. These results reveal that the differentiation of NB4 cells induced by OGP46 originated from transcriptional misregulation in cancer pathway by inhibiting the expression of PML-RARα protein. In contrast, OGP46 did not alter the expression of mRNA and protein levels of AML1-ETO in Kasumi-1 cell line, which involved in the transcriptional misregulation in cancer pathway. It can be concluded that the induction of cell differentiation by OGP46 was not due to the transcriptional misregulation in cancer pathway in Kasumi-1 cell line.

Hematopoietic cell lineage, a differentiation-related pathway, refers to the developmental of the hematopoietic cells’ differentiation into various hematopoietic lineages such as macrophages and erythrocytes granulocytes (Zhang et al., 2017). The current study found that OGP46 treatment promoted cell differentiation with morphological changes and decreasing HLA-DRA, with an increase in the expression of the cell surface antigen CD13 (Figure 4) in Kasumi-1 cell line. Therefore, these results indicate that OGP46-mediated differentiation of Kasumi-1 cells may be related to hematopoietic cell lineage pathway via changes in expression of cell surface antigens.

It is reported that phagosome pathway is the most optimal and common in both Kasumi-1 and MV4-11 AML cell lines induced by differentiation inducers, Trichostatin A and 5-Azacytidine (Asmaa et al., 2020). Moreover, the phagosome pathway is involved in the MHC II and antigen processing and presentation (KEGG map^1^). In this study, we showed that OGP46 had inhibitory activity against Kasumi-1 cells. Combined with the KEGG enrichment pathways of differential expression genes, it was concluded that immune-related signaling pathways such as phagosome were enriched. Moreover, the increasing expression of CD13 (macrophage/monocyte marker) (Figures 4B,C) suggested the involvement of macrophages/monocyte as the main phagocyte during enteritis in the phagosome pathway. Therefore, it may be concluded that OGP46 induces macrophage differentiation of Kasumi-1 cells, which activates the phagosome pathway.

Interleukins (ILs), a group of cytokines, are secreted by various immune cell types such as macrophages and T lymphocytes. Here, we found that OGP46 induced cell differentiation with up-regulation of CXCL8, as well as ATRA induced CXCL8 production in NB4 and Kasumi-1 cells (Figures 7A–C). This result is in accordance with the report that differentiation induction by ATRA and/or ATO leads to a marked up-regulation of chemokine expression in APL cells (Luesink et al., 2009). The data reveal that OGP46 may induce chemokine production in differentiating leukemic cells. Hence, the common cytokine–cytokine receptor interaction pathway is activated by the induction of cell differentiation but not the signaling pathways which regulates the cell differentiation induced by OGP46 in both NB4 and Kasumi-1 cell lines.

Thus, it was shown that the induction of cell differentiation by OGP46 may be attributed to the transcriptional misregulation in cancer pathway in the NB4 cell line, while it is originated from hematopoietic cell lineage and phagosome pathways in the Kasumi-1 cell line. These were due to their different molecular characteristics (PML-RARα vs AML1-ETO), as evidenced by the result that OGP46 treatment caused the inhibition of PML-RARα expression at protein level, while it did not affect the AML1-ETO expression at both the mRNA and protein levels (Figures 7A–C).

It is well known that cell differentiation and cell-cycle arrest appear to be coupled (Hass et al., 1992). CDKN1A plays an important role in cell cycle. Moreover, it is involved in cell proliferation and differentiation (Kreis et al., 2019). Similarly, CCND2 is one of the cyclins which plays a key role in cell-cycle regulation and differentiation (Li et al., 2016). Our results showed that OGP46 caused cell-cycle arrest at G1/G0, and also induced cell differentiation in AML cells (Figure 2). Moreover, OGP46 treatment up-regulated the expression of CDKN1A at mRNA and protein levels and down-regulated the expression of CCND2 at both levels (Figures 7A–C). Thus, the cell-cycle exit at G1/G0 phase may be due to the activation of CDKN1A or inhibition of CCND2, observed by mRNA-seq and verified by PCR and Western blotting. These results are in accordance with the findings that up-regulation of CDKN1A and decrease the expression of CCND2 at both mRNA and protein levels caused cell cycle arrest at the G1/G0 phase (Li et al., 2016; Pitrone et al., 2019).

## Conclusion

Our findings show that OGP46 has anti-proliferation effect against not only the APL cell line, NB4, but also the M2 subtype of AML cell lines, including HL-60 and Kasumi-1 with t(8;21) translocation. Moreover, our findings demonstrate that OGP46 induced cell differentiation and inhibited the colony-formation ability of these three cell lines through transcriptional misregulation in cancer pathway via depletion of PML-RARα in NB4 cells. OGP46 also induced cell differentiation and inhibition of the colony-formation ability of cells via hematopoietic cell lineage and phagosome pathways in Kasumi-1 cells. Its ability to overcome the differentiation block in NB4, Kasumi-1, and HL-60 cells makes it a potential compound that merits further study to treat AML patients.

## Materials and Methods

### Chemicals

OGP46 was prepared by Hong-Min Liu’s lab, the structure of which is shown in Figure 1A. OGP46 was dissolved in dimethyl sulfoxide and the stock solutions of OGP46 (10 mM) were stored at −20°C. The OGP46 solutions used in various *in vitro* assays were diluted in RPMI 1640 medium and the corresponding concentrations of DMSO were used as control. Penicillin, fetal bovine serum (FBS), streptomycin, and RPMI-1640 were purchased from Sigma–Aldrich (St. Louis, MO, United States). Propidium iodide (PI)/RNase and fluorescein isothiocyanate (FITC)—Annexin V were purchased from Becton Dickinson (San Diego, CA, United States). Cell Counting Kit-8 was purchased from Solarbio (Beijing). FITC anti-human CD11b (cat #301403), PE anti-CD13 (cat #301704 RRID: AB_314180), FITC anti-CD14 (cat #301804, RRID: AB_314186), and PE anti-CD15 (cat #301906, RRID: AB_314198) were purchased from Biolegend Inc. (San Diego, CA, United States). MethoCult H4435 (cat #04435) and H4100 (cat #04100) were obtained from STEMCELL Technologies (Vancouver, BC, Canada). Monoclonal antibodies against GAPDH (Cat #5174), CDKN1A (Cat #2947), CCND2 (Cat#3741), and AML1-ETO (Cat #4336) were obtained from Cell Signaling Technology (Beverly, MA, United States). Monoclonal antibodies including anti-CXCL8 (ab110727) and anti-PML-RARa (ab43152) were obtained from Abcam (Cambridge, MA, United States). SYBR^®^ Premix Ex Taq^TM^ reagent kit and PrimerScript RT reagent kit were used for real-time PCR (TAKARA Bio, Otsu, Japan).

### Cell Lines and Cell Culture

HL-60 (DSMZ no.: ACC 3, at the time of the discovery of induction differentiation by ATRA, it was believed to be APL, only manifested later that it originate from M2 subtype of AML), NB4 (DSMZ no.: ACC 207, M3 subtype of AML expressing PML-RARα, APL cell line), and Kasumi-1 [DSMZ no.: ACC 220, M2 subtype of AML with t(8;21) translocation expressing AML1-ETO] cell lines were used. All cell lines were maintained in RPMI 1640 medium containing 10% FBS or 20% FBS and 1% streptomycin/penicillin. The culture condition was temperature 37°C and 5% CO_2_.

### Cell Proliferation Assay

Cell proliferation was determined with CCK-8 assay. HL-60, NB4, and Kasumi-1 cells were seeded at about 5000 cells/well, in a 96-well plate and cultured. 24 h later, cells were incubated with OGP46, ATRA, or Ara-C at the various concentrations (0.01–10 μM). The final DMSO concentrations during all incubations were not more than 0.1%, which had no observable toxic effects to cells. Following treatment for 96 h, 10 μL of CCK-8 reagent was supplied to each well and incubated for 4 h. Finally, the absorbance was determined at 450 nm by a microplate reader. Results are expressed as percent of cell viability normalized to DMSO-treated control cells.

### Cell Cycle Analysis

NB4, HL-60, and Kasumi-1 cells were treated with OGP46 (1 or 2 μM) for 24, 48, or 72 h. The cells were collected and fixed with 70% ethanol at −20°C and then stained with PI (50 mg/mL) and RNase A (100 mg/mL) for 30 min in the dark at room temperature. The percentage of cells in G0/G1, S, and G2/M was detected by flow cytometry analysis with a BD FACSCalibur System.

### Cell Apoptotic Rate Analysis

To assess apoptotic rate of cells, HL-60, NB4, and Kasumi-1 cell lines were incubated with OGP46 (0.5–4 μM) for 96 h. After treatment, cells were centrifuged, collected, then washed with cold PBS, resuspended in 1× binding buffer, and stained with Annexin V-FITC/PI. After incubation for 30 min in the dark at room temperature, cell apoptotic rate was quantitatively detected by flow cytometry.

### Analysis of Cell Morphology

HL-60, NB4, and Kasumi-1 cells were incubated with 2, 1, or 1 μM OGP46, respectively, for 96 h. Cells were centrifuged and collected, then slides were made, air dried and fixed with methanol, incubated with Wright-Giemsa for 10 min, and the morphology of the cells was observed under light microscopy.

### Analysis of Cell Surface Antigens

NB4, Kasumi-1, and HL-60 cells were treated with OGP46 (1, 1, or 2 μM, respectively). After 96 h, the cells were centrifuged, collected, then washed, and stained with monoclonal antibodies for 30 min in the dark at room temperature. Finally, after the incubation, cells were collected, washed, and then resuspended in PBS. The cells conjugated with the antibodies were determined with flow cytometry.

### Colony-Formation Assay

About 5000 cells (NB4, Kasumi-1, and HL-60) were incubated with indicated concentrations of OGP46 in 500 mL of 2.6% methyl-cellulose medium supplemented with 10% FBS in each well of 24-well plates. Following 15 days of incubation, the total number of separate colonies consisting of more than 50 cells was counted using an inverted microscope.

### mRNA-Sequencing

mRNA sequencing was carried out on NB4 and Kasumi-1 cell lines. After OGP46 incubation for 48 h, cells were collected for RNA extraction. As described in our previous work (Wei et al., 2020), oligo (dT) selection was used to enrich poly (A) mRNA from total RNA. The cDNA libraries were prepared and then sequenced on an Illumina genome analyzer. The gene expressions were estimated using fragments per kilobase of exon per million fragments mapped (FPKM) values. The false discovery rate (FDR) was used to identify the threshold of the p value to analyze the significance of the differences. Significantly differentially expressed genes (DEGs) were identified with a level [a corrected *p*-value of 0.05 and absolute value of log 2 FC (fold change) ≥ 0.58]. Enrichment analysis of Gene Ontology and KEGG pathway of DEGs was performed with R language. Significantly enriched GO or KEGG pathway was identified with an adjusted *p*-value of <0.05.

### Real-Time PCR

The cDNA was synthesized with a PrimerScript RT reagent kit. Quantitative real-time PCR was performed using SYBR Green PCR mix on an Applied Biosystems 7500 Fast PCR System. The relative expression of mRNA was analyzed by the 2^–△ △^^*Ct*^ method. 

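Each real-time PCR primer for GAPDH, CDKN1A, CCND2, CXCL8, PML-RARα and AML1-ETO was matched exactly against the transcripts of GENCODE release 29, with positions on the human genome build GRCh38. The GAPDH primers lie on chromosome 12 at 6537171 to 6537191 in exon 6 of 9 and at 6537368 to 6537388 in exon 7. Both also match the pseudogenes GAPDHP1 and GAPDHP63, with a product of 126 bp, while the products on 10 GAPDH transcripts measure 126 to 218 bp. The CDKN1A primers lie on chromosome 6 at 36686827 to 36686849 and 36686996 to 36687017. Both are in the 3′ UTR in exon 3 of 3, and the product is 191 bp on 4 transcripts. The CCND2 primers lie on chromosome 12 at 4274187 to 4274206 in exon 1 of 5 and at 4276007 to 4276026 in exon 2, with a product of 71 bp. They also match a transcript of the overlapping gene AC008012.1. The CXCL8 primers lie on chromosome 4 at 73740687 to 73740706 in exon 1 of 4 and at 73741593 to 73741614 in exon 2, with a product of 109 bp on 3 transcripts. The forward PML-RARα primer lies in PML on chromosome 15 at 74033359 to 74033379 in exon 5 of 8, and the reverse primer in RARA on chromosome 17 at 40348339 to 40348360 in exon 3 of 9. At the same position the reverse primer also matches the non-coding transcript of AC080112.3 on the other strand. The forward AML1-ETO primer lies in RUNX1 on the minus strand of chromosome 21 at 34859505 to 34859526 in exon 3 of 6. The reverse AML1-ETO primer matched 0 transcripts exactly. Near matches of this primer were searched only in the transcripts of RUNX1, RUNX1T1, PML and RARA. The closest among them was RUNX1T1, on the minus strand of chromosome 8 at 92017320 to 92017341 in exon 5, with 1 inserted or deleted base. No transcript holds both primers of either fusion pair.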

Primers were used as follows: forward GAPDH: 5′-TGGGTGTGAACCATGAGAAGT-3′ and reverse GAPDH: 5′-TGAGTCCTTCCACGATACCAA-3′; forward CDKN1A: 5′- GTG GGG TTA TCT CTG TGT TAG GG-3′ and reverse CDKN1A: 5′-CCC TGT CCA TAG CCT CTA CTG C- 3′; forward CCND2: 5′-GGACATCCAACCCTACATGC-3′ and reverse CCND2: 5′-CGCACTTCTGTTCCTCACAG-3′; CXCL8: 5′-TGGCAGCCTTCCTGATTTCT-3′ and reverse CXCL8: 5′- GGGTGGAAAGGTTTGGAGTATG-3′; forward PML-RARα: 5′-AAGTGAGGTCTTCCTGCCCAA-3′, reverse PML-RARα: 5′-GGCTGGGCACTATCTCTTCAGA-3′; forward AML1-ETO: 5′-CACCTACCACAGAGCCATCAAA-3′, reverse AML1-ETO: 5′-ATCCACAGGTGAAGTCTGGCATT-3′.

### Western Blotting Analysis

Western blotting was carried out as described (Wei et al., 2020) by using the indicated antibodies.

### Statistical Analysis

All experiments were repeated at least three times. ANOVA was used to determine the statistical significance. *p* < 0.05 or *p* < 0.01 was set as statistical significance.

## Data Availability Statement

The data presented in this study are deposited in the GEO of NCBI, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167084 repository, accession number is GSE167084.

## Author Contributions

MZ: conceptualization, methodology, and writing—original draft. JW: methodology. MQ, YZ, HW, YK, YL, Z-NL, and ZH: methodology. H-ML: supervision. LW: writing—review and editing and supervision. Z-SC: conceptualization and supervision. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

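The mRNA-seq data come from NB4 and Kasumi-1 cells, each with 3 DMSO control samples and 3 samples incubated with 1 μM OGP46. The paper's methods and the labels of the samples give 48 h of incubation, and the Fig. 6 legend gives 72 h. All 12 samples were used, grouped by cell line and treatment as labelled.

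The authors deposited one FPKM value per gene symbol and sample. FPKM are fragments divided by exon length and by the total of mapped fragments, so gene length and library size are already accounted for. The libraries were made from poly(A) mRNA selected with oligo(dT) and, by the sample labels, with a stranded kit. The paper's mRNA-seq methods do not name the aligner, the quantification tool, the genome build, the annotation, the test for differential expression, or whether the counting used strand. Its section on statistical analysis names ANOVA, without saying whether this covers the mRNA-seq. Of the deposited values, 632 lie above 0 and below 1e-04, which shows that reads were shared out by an estimate and not counted whole. The sequencing depth is unknown, because neither read counts nor library totals were used here. For this reason no interval for counting error and no detection floor is given, and precision rests on the spread of 3 samples. Overlapping genes, genes that share exons and genes with close paralogs are uncertain at the level of single values, antisense overlaps included.

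The 27 symbols that had been turned into dates were left out because they no longer name one gene, which left 20003 genes. Of these symbols, 19261 (96.3%) are in GENCODE release 29. That annotation was used for GC content, transcript length, neighbouring genes and primer positions. As the genome build behind the FPKM is not named, no gene coordinates are given for the mRNA-seq values.

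From the FPKM, log2(FPKM + 0.1) was computed and compared between OGP46 and control within each cell line by limma version 3.58.1 in R version 4.3.3, with empirical Bayes moderation and a mean-variance trend. Genes needed a mean of at least 0.1 FPKM over the 6 samples. A gene was counted as up- or down-regulated at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 0.58 in size, as in the paper's methods, which is a 1.49-fold change. FPKM were used as deposited, without further scaling. The difference between the cell lines was tested as the interaction of cell line and treatment in one model of the 12 samples, and the mean of both log2 fold changes was tested against 0 in the same model. The genes that passed in both cell lines were counted and compared with chance by Fisher's exact test. Each of 11 gene lists was tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and both cell lines. These lists were NRF2, ATF4 and p53 target genes and heat shock, MHC class II, MHC class I and antigen processing, monocyte and macrophage, primary granule, proliferation, cholesterol synthesis and replication-dependent histone genes. The genes named one by one are those the paper names for the mRNA-seq, the fusion partner genes, the genes of the surface antigens, members of a list where it is reported, and per cell line the 5 genes past the threshold with the largest change in each direction among genes whose groups did not overlap. The result of 1 gene that this rule selects is not reported here. A few genes named outside this rule, such as KLF2 and IGLL1 in the test of the mean of both cell lines, were chosen after their values were seen. The KEGG and GO enrichments were not analysed here.

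The numbers 1 to 3 in the sample labels were taken as the pairing of control and OGP46 samples. The labels give a number within each group and do not state that same-numbered samples are paired. The paper names no pairing, so the results come first without it and then with the replicate number as a block in the model. Whether same-numbered samples belong together was checked from the correlation of their deviations across genes. In each group, deviations sum to 0, so a positive correlation of same-numbered samples goes with a negative one between other samples.

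Other settings were pseudocounts of 1 and 0.01, no filter on low values, a minimum mean of 1 FPKM, TPM scaling, median centring, quantile normalization, moderation without a trend or with robust estimation, array weights, a joint model of the 12 samples, the replicate block, leaving out each sample in turn, an unadjusted p, no minimum fold change and an estimated inter-gene correlation. The scale of the TPM values was set to the mean FPKM sum after a first version of this scaling had been seen. A further 6 settings were chosen after seeing the data. They were the block combined with median centring, with TPM scaling, with quantile normalization, or with a loess correction for GC content and transcript length (span 0.3), the subtraction of signal of the other cell line, and for the gene lists alone the block with an estimated inter-gene correlation.

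The limma tests were tried on simulated data made from the means and spread of these samples, with 200 genes changed by 2 on the log2 scale. The changed genes and lists were drawn from genes with a mean of at least 1 FPKM. The shares found therefore do not hold for genes below that level, such as CD14, IL10, IL17RB and TAP1. Without a replicate effect, 97.0% of the changed genes were found among 11711 genes in the NB4 simulation and 100.0% among 11849 in the Kasumi-1 simulation, and 3.48% and 1.48% of the genes found were unchanged ones. With a replicate effect added, 54.0% and 54.5% were found without the block among 11872 and 11995 genes, and 96.0% and 99.5% with it. That effect had an SD of 0.5 on the log2 scale for every gene and was not fitted to these samples. It came on top of a spread within groups that already holds what same-numbered samples share. A change of 1 was found for 78.0% of the changed genes among 11734 in the NB4 simulation and 96.0% among 11856 in the Kasumi-1 simulation. With no gene changed, 0 genes were found. A list shifted by 0.5 was found by camera in both simulations, and 0 lists without a shift were. With the inter-gene correlation estimated from the samples, such a list of independent genes was found in 20 of 20 simulations of each cell line without the block and in 0 of 20 with it, so the latter form decides nothing. The interaction test found 98.5% of the genes changed in one cell line and 0% of those changed in both, among 12314 genes. Of the genes it found, 6.64% were not changed in one cell line alone.

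The primers of the real-time PCR were matched with Python version 3.11.15. For the primer without an exact match, edlib version 1.3.9.post1 searched the transcripts of RUNX1, RUNX1T1, PML and RARA for the closest one. The plots were drawn with matplotlib version 3.10.9.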

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

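The tests in this part were chosen after the results they concern had been seen. The adjusted p-values of genes are from limma and those of gene lists from limma's camera, and each range of adjusted p covers the settings that keep all samples and were not chosen after seeing the data.

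The paper's text does not discuss PLA2G4B, PYDC5 and TMED7-TICAM2, which were among the genes with the largest increases in NB4 cells. PLA2G4B had a log2 fold change of 2.88 (adjusted p = 0.0462, range 9.2e-04 to 0.168) and was higher in 3 of 3 pairs. It shares exons with JMJD7-PLA2G4B, which changed by −3.12. If reads had moved between genes that share exons, the one would fall in FPKM by an amount close to what the other rose, lengths aside. PLA2G4B rose by 1.14 FPKM and JMJD7-PLA2G4B fell by 0.809, which is 70.9% of the rise. URGCP-MRPS24, with a log2 fold change of −2.32, fell by 0.531 FPKM, 96.5% of the rise of URGCP (0.550). TMED7-TICAM2 had a log2 fold change of 2.28 (adjusted p = 0.0450, range 8.2e-05 to 0.166), also higher in 3 of 3 pairs. It rose by 0.916 FPKM, and the fall of TICAM2 by 0.249 FPKM is 27.2% of that. The changes of PLA2G4B, JMJD7-PLA2G4B and URGCP-MRPS24 therefore cannot be told apart from a different sharing of reads among genes with common exons. For TMED7-TICAM2 such a sharing with TICAM2 covers the smaller part. TMED7 and the differing lengths of the genes were not tested, so its change is not called biological.

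PYDC5 rose in NB4 cells from 0.0965 ± 0.167 to 0.807 ± 0.139 FPKM (SD, n = 3 each). Its log2 fold change was 2.52 (adjusted p = 0.0450, range 0.0011 to 0.166) and it was higher in 3 of 3 pairs. The size of the change depends on the pseudocount, with 0.73 at pseudocount 1 and 4.70 at pseudocount 0.01. It lay between 2.30 and 2.52 in the settings that corrected for scale with the block, for GC content and length, or for signal of the other cell line. Reads shared with an overlapping gene were not tested for PYDC5, so the change cannot be attributed to OGP46 or to such reads.

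In Kasumi-1 cells, KCTD12 and SQSTM1 were the 2 up-regulated genes, and the paper does not discuss them. KCTD12 had a log2 fold change of 0.69 (adjusted p = 0.0242, range 0.0044 to 0.331) and SQSTM1 one of 0.59 (adjusted p = 0.0242, range 0.0044 to 0.155), both higher in 3 of 3 pairs. With the block and GC and length correction, KCTD12 changed by 0.60, and with one sample left out at a time it stayed between 0.65 and 0.71. For SQSTM1, median centring gave 0.53, under the minimum fold change. In NB4 cells KCTD12 changed by 0.58 (adjusted p = 0.181, and 0.0339 with the block, past the threshold) and SQSTM1 by 0.42 (adjusted p = 0.0592, and 0.0062 with the block, under the minimum fold change), and the change was not shown to differ between the cell lines (interaction adjusted p = 0.900 and 0.577). Reads shared with other loci were not tested for either gene, so their changes are not called biological.

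Some lists of genes that the paper does not discuss as groups also changed. They contain HMOX1 (NRF2 target genes), CEBPB (ATF4) and CDKN1A (p53), which the paper names. The median log2 fold change of 16 NRF2 target genes was higher than that of all genes by 0.52 in NB4 cells (camera adjusted p = 3.5e-08, range 6.6e-12 to 0.234, 14 of 16 genes above the median) and by 0.34 in Kasumi-1 cells (adjusted p = 2.6e-08, range 3.3e-10 to 0.311, 15 of 16 genes). For 15 ATF4 target genes it was higher by 0.64 in NB4 cells (adjusted p = 8.0e-05, range 6.1e-09 to 0.403, 15 of 15 genes), and for 11 p53 target genes by 0.17 (adjusted p = 0.0165, range 0.0059 to 0.311, 10 of 11 genes). Relative to the median of all genes, each list was higher in 3 of 3 NB4 pairs, and the NRF2 target genes in 3 of 3 Kasumi-1 pairs. With the block and GC and length correction, the adjusted p was 5.6e-11 (NRF2 target genes in NB4 cells), 1.9e-11 (in Kasumi-1 cells), 5.2e-09 (ATF4 target genes) and 0.0066 (p53 target genes). When the correlation between the genes of a list was estimated from the samples, it was 0.234, 0.311, 0.403 and 0.311 without the block, and 0.375, 0.375, 0.418 and 0.375 with it. In simulations with independent genes and a shift of 0.5, the form without the block found the list in 20 of 20 cases in each cell line and the form with the block in 0 of 20, so the latter decides nothing. The form without the block counts what same-numbered samples share as correlation between genes, and was not simulated with such an effect, so its adjusted p does not decide it either. Relative to the median of all genes, the NRF2 target genes rose by a mean of 0.70, 0.56 and 0.59 in NB4 pairs 1, 2 and 3 and by 0.46, 0.30 and 0.54 in the Kasumi-1 pairs, at percentile 100 of random lists matched on expression. Correlated variation of the genes is thus not excluded for any of these lists, and an oxidative or amino acid stress response to OGP46 remains a hypothesis.

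Genes of one cell line appeared in samples of the other. Of genes with a mean of at least 10 FPKM in Kasumi-1 cells and a median below 0.1 FPKM in NB4 cells, 43 were used, and their level in NB4 control 3 was 1.22% of that in Kasumi-1 cells. In the other NB4 controls it was 0.0934% and 0.326%, and with OGP46 it was 0.0724%, 0.0622% and 0.119%. RNA or reads of Kasumi-1 cells in that library would bring every gene to about the same share. In control 3, 40 of the 43 genes (93.0%) lay within 2-fold of one share. If OGP46 lowered expression that NB4 cells have of their own, all controls would lie above all OGP46 samples, but the highest OGP46 share exceeded the lowest control share by 0.0252 percentage points. In the other direction, 31 genes of NB4 cells were at 1.14% of their NB4 level in Kasumi-1 control 2, against 0.0983% and 0.146% in the other controls and 0.187%, 0.158% and 0.144% with OGP46. Of these, 26 (83.9%) lay within 2-fold of one share, and the highest OGP46 share exceeded the lowest control share by 0.0889 percentage points. These values are consistent with about 1% of RNA or reads from the other cell line in each of the 2 libraries. Whether it entered before sequencing or in the assignment of reads to samples was not tested.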

How the results depend on the processing

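The settings compared here were fixed before the data were examined, except the 6 named as chosen after seeing the data and the scale of the TPM values, which was set after a first version had been seen. Unless said otherwise, a number is compared with the values as deposited, no block and all samples. The cause was not tested for any change below.

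The 170 up-regulated genes in NB4 cells became 111 with pseudocount 1, 4 without a filter, 0 with TPM scaling, median centring or quantile normalization, 3 without a trend, 393 in the joint model, 595 with the replicate block, 527 with the unadjusted p and 289 without a minimum fold change. With settings chosen after seeing the data, they became 309 (block with TPM scaling) and stayed within 1.5 times of 170 in the other 4 that concern genes. The 13 down-regulated genes became 6 with pseudocount 1, 0 without a filter, 7 at a minimum of 1 FPKM, 0 with each of the 3 scalings, 1 without a trend, 22 with array weights, 87 in the joint model, 135 with the block and 136 with the unadjusted p. With settings chosen after seeing the data they became 203 (block with median centring), 139 (with TPM), 179 (with quantile normalization) and 159 (with GC and length correction). Where the counts were 0, the numbers at an unadjusted p were 165 down without a filter, 282 up and 172 down with TPM, 159 and 252 with median centring and 212 and 207 with quantile normalization. Across the 6 fits that each left out one replicate, the counts ranged from 0 to 368 up and from 0 to 28 down.

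In Kasumi-1 cells, the 2 up-regulated genes became 0 with pseudocount 1, without a filter, without a trend and in the joint model, 13 at a minimum of 1 FPKM, 13 with TPM, 4 with median centring, 6 with robust estimation, 16 with array weights, 32 with the block, 76 with the unadjusted p and 6 without a minimum fold change. With settings chosen after seeing the data, they became 26 (block with median centring), 52 (with TPM), 26 (with quantile normalization), 31 (with GC and length correction) and 7 (signal of the other cell line subtracted). The 2 down-regulated genes became 0 without a filter, without a trend and in the joint model, 11 at a minimum of 1 FPKM, 5 with TPM, 14 with median centring, 8 with quantile normalization, 11 with array weights, 41 with the block, 67 with the unadjusted p and 4 without a minimum fold change. With settings chosen after seeing the data, they became 67, 47, 55 and 44 (block with median centring, TPM, quantile normalization, and GC and length correction). Unadjusted counts beside the 0 were 8 up with pseudocount 1, 86 up and 87 down without a filter, 77 and 67 without a trend and 68 and 66 in the joint model. Leaving out one replicate gave from 0 to 8 up and from 0 to 7 down.

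The 0 genes with a different response in the 2 cell lines (1348 at an unadjusted p) became 14 with pseudocount 1 and 237 with the block, and with settings chosen after seeing the data 144, 129, 138 and 254 (block with median centring, TPM, quantile normalization, and GC and length correction). Leaving out one replicate gave from 0 to 1 across 12 fits. The 0 genes that passed in both cell lines became 3 at a minimum of 1 FPKM, 1 with robust estimation, 4 with array weights, 25 with the block and 36 with the unadjusted p. With settings chosen after seeing the data they became 22, 25, 20 and 17 in the same order and 1 with signal of the other cell line subtracted, and from 0 to 2 across the 12 fits that each left out one replicate. Of the NB4 transcriptional misregulation genes, 0 passed in Kasumi-1 cells without the block and 1 (CXCL8) with it, also 1 with each of the 4 settings that add a scaling or correction to the block. The number of gene lists that passed, 6 in each cell line, became 0 and 0 with the inter-gene correlation estimated from the samples, also 0 and 0 when this was combined with the block (chosen after seeing the data), and stayed within 1.5 times of 6 in the other settings.

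Directions reversed for genes whose change was small. In NB4 cells, PML (0.21) became −0.014 with median centring and −0.00427 with quantile normalization, with or without the block. RUNX1 (0.14) became −0.086 and −0.041 in the same settings and −0.053 with the block and GC and length correction. FUT4 (−0.13) ranged from −0.29 to 0.058 across the fits that left out one replicate. In Kasumi-1 cells, RUNX1 (0.063) became −0.00375 with median centring, with or without the block, and −0.00944 with the block and GC and length correction, and ranged from −0.033 to 0.12 across the fits that left out one replicate. RUNX1T1 (0.023) became −0.044 with median centring and −0.037 with quantile normalization, with or without the block, −0.017 with array weights and −0.084 with the block and GC and length correction, and ranged from −0.055 to 0.064. FUT4 (0.028) became −0.039 with median centring, with or without the block, −0.017 with array weights and −0.024 with the block and GC and length correction, and ranged from −0.085 to 0.087. ANPEP ranged from −8.8e-04 to 0.22 and CDKN1A from −0.058 to 0.30. None of these genes passed the threshold in any setting.

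Among the lists, the replication-dependent histone genes of NB4 cells (median 0.14 above that of all genes) differed by −0.034 at pseudocount 1 and ranged from −0.20 to 0.29 across the fits that left out one replicate. The ATF4 target genes of Kasumi-1 cells (−0.0018) differed by 0.012 without a filter, 0.016 at a minimum of 1 FPKM, 0.053 with array weights, 0.0031 in the joint model and 0.023 with the block and GC and length correction, and ranged from −0.047 to 0.085. With one replicate left out, the MHC class II genes of NB4 cells ranged from −0.62 to 0.46, MHC class I genes from −0.040 to 0.0070 and cholesterol synthesis genes from −0.35 to 0.094. The heat shock genes of Kasumi-1 cells ranged from −0.14 to 0.17 and p53 target genes from −0.011 to 0.068.

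Of the results for single genes in the settings that keep all samples and were fixed before, 104 in NB4 cells were weaker, losing the threshold, and 22 stronger, and 15 were weaker and 17 stronger in Kasumi-1 cells, while 298 and 267 kept both direction and side of the threshold. Most of the weaker results in NB4 cells came from the settings that scale without the block, with 18 each under TPM, median centring and quantile normalization, and from no filter (18) and no trend (17). Leaving out one replicate made 87 results weaker and 7 stronger in NB4 cells and 14 weaker in Kasumi-1 cells. Of the results for lists in those settings, 114 in NB4 cells were the same, 11 weaker and 4 stronger, and 110 in Kasumi-1 cells were the same, 14 weaker and 3 stronger. Leaving out one replicate made 5 stronger in NB4 cells, and 3 weaker and 2 stronger in Kasumi-1 cells. Because the sequencing depth is unknown, genes under 1 FPKM such as IL10, CD14, IL17RB and TAP1 carry an unknown counting error. Robust estimation was not run for the lists, because camera does not use it, and some lists or genes fell below the filter in single settings and have no value there.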

Differences from the paper's values

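The paper gives 258 down-regulated genes in NB4 cells, and 13 were found here. None of the alternatives set before the data were examined closed the gap when taken singly. The nearest were 136 with the unadjusted p and 135 with the replicate block. Combined with a scaling, the unadjusted p gave 252 with median centring, 207 with quantile normalization and 172 with TPM. With median centring it gave 159 up-regulated genes. The paper's methods give a corrected p. The block with median centring gave 203 and the block with quantile normalization 179, which fall within 1.5 times of the paper's value, and both were chosen after seeing the values. For up-regulated genes in NB4 cells, the paper's number is 182 and the number here is 170, which became 595 with the block, 4 without a filter and 0 under each of the 3 scalings.

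For Kasumi-1 cells the paper gives 47 up-regulated genes and 2 were found. Of the alternatives set before the data were examined, the replicate block closed the gap with 32 genes, and the others did not. The block with TPM scaling (52 genes) also did, and was chosen after seeing the values. For down-regulated genes the paper's value is 96 and the value here is 2. The unadjusted p closed the gap with 67 genes, the block did not with 41, and the block with median centring did with 67 and was chosen after seeing the values. The unadjusted p combined with median centring gave 50 up-regulated and 93 down-regulated genes, near both of the paper's numbers. In NB4 cells that combination gave 159 and 252. The paper's methods give a corrected p, so the test it used cannot be told from these counts.

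The legend of the paper's Fig. 6 gives 100 genes in NB4 cells and 41 in Kasumi-1 cells at its criteria for the heatmap. With its p taken as unadjusted, 10 and 1 genes met them here. None of the alternatives set before the data were examined closed either gap. The largest numbers, 48 and 13, came with pseudocount 0.01. For the gene names that could be read by eye in Fig. 6B, the median log2 fold changes at pseudocount 0.1 lay under the limit of 2 in size. They were 1.60 for 22 higher and −0.97 for 55 lower genes in NB4 cells. In Kasumi-1 cells they were 0.77 for 11 higher and −0.77 for 21 lower genes. The median FPKM of these genes was 0.363, 0.172, 0.427 and 0.270 in the same order, where the pseudocount shrinks fold changes. The median log2 ratio of the group means was 2.07 for the higher and −1.54 for the lower genes in NB4 cells. In Kasumi-1 cells it stayed under 2 in size for either list. The medians at pseudocount 0.1 therefore do not show that these genes missed the paper's limit.

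The paper states that CD14, CXCL8 and IL1B were significantly up-regulated and IL17RB and INHBB down-regulated in NB4 cells. Their directions were the same here, with log2 fold changes of 1.67, 1.91, 1.97, −1.18 and, without the filter, −0.88, but none passed the threshold in the comparison with the values as deposited and no block. CD14, CXCL8, IL1B and IL17RB passed with the replicate block and with the unadjusted p. CD14 and IL1B passed in the joint model as well, and CD14, CXCL8 and IL1B when OGP46 sample 2 was left out. INHBB lies below the filter, and without the filter its adjusted p was 0.0565. Of the genes the paper lists for NB4 pathways, ID2, BCL6, ITGB7, MMP9, TFE3, CCR2, CXCL16 and CCL2 did not pass in that comparison and passed with the block and with the unadjusted p. Of these, ID2 also passed at a minimum of 1 FPKM and CXCL16 with pseudocount 1 and with array weights, and ID2, BCL6, ITGB7, TFE3 and CXCL16 passed in the joint model. ID2, MMP9, TFE3 and CXCL16 passed when OGP46 sample 2 was left out. IL1R1 passed only with the unadjusted p. ERG and CSF2RA lie below the filter, and without the filter their adjusted p was 0.120 and 0.25.

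In Kasumi-1 cells, the paper states that CXCL8, TLR4, TLR6, HMOX1, CTSL and FCAR were significantly up-regulated and HLA-DRA, HLA-DRB1, TAP1, CCND2 and IL18RAP reduced. All 11 had the paper's direction here and none passed in the comparison with the values as deposited and no block. CXCL8, TLR6, CTSL and HLA-DRA passed with the replicate block and with the unadjusted p, and so did IL17RE and CXCL1, which the paper lists for a pathway. TLR6, HLA-DRA, IL17RE and CXCL1 also passed at a minimum of 1 FPKM and with array weights, and IL17RE with each of the 3 scalings. HLA-DRB1 passed with the block and median centring, and TAP1 with the block and each scaling or the GC and length correction, settings that were chosen after seeing the values. HMOX1 and FCAR passed only with the unadjusted p, with which TAP1 passed as well. TLR4, CCND2, IL18RAP, GP1BB, ACVR2A and ANPEP passed in none of the settings. The log2 fold change of ANPEP was 0.09.

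The paper states that the rise of CDKN1A and CXCL8 and the fall of CCND2 in real-time PCR and Western blotting of both cell lines match its mRNA-seq result. CDKN1A in Kasumi-1 cells had a log2 fold change of 0.16 and CCND2 one of −0.22 in NB4 cells and −0.21 in Kasumi-1 cells, and these 3 changes passed the threshold in none of the settings.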

Other observations

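The tests in this part were chosen after the results they concern had been seen. The adjusted p-values are from limma, or from its camera for gene lists.

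Other splits of the same samples show how often chance gives such counts. In each cell line, 4 of the 10 splits into groups of 3 part all 3 same-numbered pairs, the real split among them, and the other 6 part 1 pair and so keep most of the pairing within groups. Of these 4 splits, 1 of 4, the real one, reached the number of up-regulated genes in NB4 cells, and the same held for the down-regulated genes and the lists that passed in NB4 cells (1 of 4 each) and for the up-regulated genes, the down-regulated genes and the lists in Kasumi-1 cells (1 of 4 each). The other 3 splits gave 0, 1 and 0 genes (46, 42 and 80 unadjusted) and 5, 3 and 1 lists in NB4 cells, and 0 genes and 3, 4 and 3 lists in Kasumi-1 cells, where the unadjusted counts were 55, 99 and 59. With 4 splits no share under 0.25 is possible. Of the 6 splits that part 1 pair, 1 gave 7 lists in NB4 cells, more than the 6 of the real split, and another gave 6. In Kasumi-1 cells, grouping controls 1 and 2 with OGP46 sample 1 gave 6 lists and 143 unadjusted genes, the same as the real split. Grouping them with OGP46 sample 2 gave 6 lists and 135 unadjusted genes. Both gave 0 genes at the adjusted p, and the other splits of this kind in Kasumi-1 cells gave from 1 to 5 lists. Over both cell lines, 32 joint splits part all pairs. At the adjusted p, 0 genes had a different response and 0 passed in both cell lines, so the splits were compared at the unadjusted p. Of the 32 splits, 8 reached the 1348 genes with a different response and 4 the 36 genes that passed in both cell lines, but 7 of these 8 and all 4 keep the real groups of the NB4 samples and with them the change in NB4 cells. The real split was therefore set against the splits that regroup both cell lines. With these it was 1 of 19, the real one, for the different response (the next largest had 955 genes), and 1 of 10 for the genes that passed in both (the next largest had 15), where exchanging the group names in one cell line changes nothing and was not counted anew. Neither number of splits can give a share under 0.05. For the mean change of both cell lines, 1 of 32 splits, the real one, reached 1970 genes, the next largest being 573. After median centring it was again 1 of 32, with 597 genes against 0.

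More genes were higher than lower with OGP46 in NB4 cells. The FPKM sums of all 3 OGP46 samples lay above those of all 3 controls. If the scale of the deposited values is the cause, the surplus goes away once all samples have the same FPKM sum. With TPM, 62.1% of the genes at an unadjusted p below 0.05 and past the minimum fold change were higher, against 79.5% before, so a part of the surplus went away and a part stayed. Median centring gave 38.7%, but it sets the balance of the directions whatever the cause. The share of the FPKM sum held by the 10 highest genes differed between the groups by −0.265 percentage points, and the groups overlapped in it. The ratio of relative depth, estimated from the spacing of the lowest values, was 1.07 between OGP46 and control, and these groups overlapped as well. The size of the surplus therefore depends on the scaling. FPKM are divided by the total of mapped fragments, so these values cannot show a general rise of mRNA in NB4 cells.

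For the 11 gene lists, the mean log2 ratio of each same-numbered pair relative to the median of all genes was taken in both cell lines and tested over the 6 pairs by an exact sign-flip test. Its smallest two-sided p is 0.03125, which 7 of the 11 lists reached, with an adjusted p of 0.0491 for each. The mean over 6 pairs was 0.53 for NRF2 target genes (higher in 6 of 6 pairs) and 0.52 for monocyte and macrophage genes (6 of 6), and −0.85 for primary granule, −0.35 for MHC class II, −0.16 for cholesterol synthesis, −0.11 for MHC class I and −0.03 for proliferation genes (lower in 6 of 6). The monocyte and macrophage value rests on different genes in the 2 cell lines, and over the 11 genes tested in both it was 0.38. ATF4 target genes (0.29) and p53 target genes (0.16) were higher in 5 of 6 pairs (adjusted p = 0.0764 from the exact test) and did not pass. A shift that any list of similar expression shows would place a list in the middle of random lists. Among 10000 random lists matched on expression, the percentile of the mean was 100 for NRF2 target genes, 100 for monocyte and macrophage genes, 0 for primary granule genes, 0.04 for cholesterol synthesis genes, 1.05 for MHC class II genes, 1.8 for MHC class I genes and 64.52 for proliferation genes. It was 100 for ATF4 and 99.28 for p53 target genes. Between 14.4% and 51.1% of the random lists for the 7 lists had the same sign in all 6 pairs, so the sign-flip test alone separates a list poorly from others. For NRF2 target, monocyte and primary granule genes, a response to OGP46 shared by both cell lines is consistent with the adjusted p of 0.0491 and these percentiles. No such reading is made for 3 other lists whose median changed direction in NB4 cells when a sample was left out. The cholesterol synthesis genes did so without control 2 (0.094) or OGP46 sample 1 (0.054). The MHC class I genes differed by 0.0073 from all genes, did not pass camera in NB4 cells (adjusted p = 0.730) and turned in 5 of the 6 fits. The MHC class II genes did so without control 1 (0.081) or OGP46 sample 2 (0.46). Only 3 of them were tested in NB4 cells, where they did not pass camera with the values as deposited (adjusted p = 0.0860, and 0.173 with the block), but 9 genes did without a filter (0.0224) and 6 in the joint model (0.0072). The shared response remains a hypothesis, because correlated variation of the genes of a list is not excluded. Camera with an estimated inter-gene correlation left none of the lists past the threshold, with an adjusted p of at least 0.234 without the block. That form counts what same-numbered samples share as correlation between genes, so its adjusted p does not decide the question. The form with the block, chosen after seeing the data, gave at least 0.375 and found none of the simulated lists either. The small change of proliferation genes may be one that other lists show too.

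Same-numbered samples deviated from their group means together, and GC content and transcript length were tested as the reason. Values for them were at hand for 98.3% of the genes tested in NB4 cells and 98.4% in Kasumi-1 cells. The rank correlations used 9443 and 9641 of the genes. Across them, the log2 fold changes had a Spearman rho of −0.14 and −0.37 with GC content and 0.12 and 0.22 with length. After correction for both, the mean correlation of same-numbered deviations was 0.706 in NB4 cells and 0.464 in Kasumi-1 cells, so the pairing is not explained by them. In NB4 cells, both samples numbered 2 were low in THBS1 (−2.87 on the log2 scale), C3 (−2.85), CCL4 (−2.67), CXCL10 (−2.66) and CXCL8 (−1.39), genes chosen after their values were seen. A shared culture or processing date of same-numbered samples was not tested.

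Genes that fell in NB4 cells were often close to the 3′ end of a strongly expressed gene on the other strand. Among genes with a mean of 0.05 to 5 FPKM, 51 of the 112 that were lower at an unadjusted p below 0.05 and past the minimum fold change (45.5%) had such a convergent neighbour of at least 10 FPKM within 10000 bp, against 510 of 5199 others (9.81%, Fisher's exact test, two-sided p = 1.1e-21). Genes that were higher had one in 8.84% of cases (Fisher's exact test, two-sided p = 0.289). Gene density around the genes would raise divergent neighbours equally, and these were found for 9.82% against 8.83% (Fisher's exact test, two-sided p = 0.735). The neighbours themselves changed by a median of 0.121 on the log2 scale, from −0.49 to 0.45. A fall of the neighbour's exons is therefore not the reason for the group as a whole, though some neighbours fell. A candidate explanation is that these genes carry reads from transcripts that run past the neighbour's 3′ end, which OGP46 or a difference between libraries lowered. The mean deviation of the 51 genes fell from 0.35, 0.53 and 0.67 in controls 1, 2 and 3 to −0.02, −0.54 and −0.99 with OGP46. In Kasumi-1 cells, 5 of the 35 lower genes had such a neighbour (Fisher's exact test, two-sided p = 0.415). Without the filter, 44 of the 51 genes were nonetheless lower with OGP46 in Kasumi-1 cells too, with a median log2 fold change of −0.27, against 38.6% and a median of 0.05 among the 5643 other genes of this range. Their mean deviation was 0.42, −0.32 and 0.30 in Kasumi-1 controls 1, 2 and 3 and −0.0020, 0.054 and −0.45 with OGP46, so the groups overlapped and pair 2 rose. The direction of the neighbour comes from an annotation that the authors are not stated to have used, and the use of strand in their counting is not stated.

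Of the 55 gene names that could be read by eye as lower in NB4 cells in Fig. 6B, 13 had a mean of at least 1 FPKM in Kasumi-1 cells, and signal of that cell line in the NB4 controls was tested as the reason for their fall. After subtraction of that signal, all controls lay above all OGP46 samples for 11 of the 13 genes, against 13 before. The same held for 47 of all 55 genes, against 49 before. Chance gives 10% in either direction, but this share does not hold for genes that the paper chose from the same data. For the genes that stayed apart, that signal is therefore not the whole reason for the fall. The share of each fall that it makes up was not measured. ERG, one of these genes in the paper's text, was at 0.0621, 0.104 and 0.184 FPKM in NB4 controls 1, 2 and 3 and at 0.0518, 0.0682 and 0.0495 FPKM after subtraction, against 0.0041, 0.0173 and 0.0272 FPKM with OGP46.

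The partner genes of the fusions and the genes of surface antigens were measured at the gene level, which does not separate fusion transcripts from those of the other allele. In NB4 cells, PML changed by 0.21 and RARA by 0.25 (adjusted p = 0.267 each, both higher in 3 of 3 pairs), or 0.03 and 0.07 relative to the median of all genes. In Kasumi-1 cells, RUNX1 changed by 0.06 (adjusted p = 0.758) and RUNX1T1 by 0.02 (adjusted p = 0.918). ANPEP, which encodes CD13, rose in NB4 cells from 66.9 ± 7.45 to 107 ± 11.4 FPKM, a log2 fold change of 0.68 (adjusted p = 0.0335, higher in 3 of 3 pairs), or 0.50 relative to the median of all genes. FUT4, which makes the CD15 antigen, changed by −0.13 in NB4 cells (adjusted p = 0.642) and 0.03 in Kasumi-1 cells (adjusted p = 0.920).

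Of the 11 NB4 transcriptional misregulation genes, 8 were tested in Kasumi-1 cells, where 6 were higher and 2 lower, and 0 passed the threshold. CXCL8 passed with the replicate block, and 1 gene passed when the adjustment covered the list alone. CDKN1A, ITGAM and CEBPB, which passed in NB4 cells, had interaction adjusted p of 0.225, 0.151 and 0.178 without the block and 0.0096, 0.0342 and 0.0738 with it. Cholesterol synthesis genes were lower than the median of all genes by −0.10 in NB4 cells (camera adjusted p = 0.0136, 1 of 15 genes above the median) and by −0.18 in Kasumi-1 cells (adjusted p = 6.2e-05, 0 of 15). Replication-dependent histone genes differed by −0.32 in Kasumi-1 cells (adjusted p = 0.0212, 4 of 14 above). The libraries were selected with oligo(dT), and how well this captures histone mRNA was not tested. A change of histone expression is therefore not read from this list. Heat shock, MHC class I and proliferation genes passed in neither cell line with the values as deposited and no block. MHC class II genes did not pass in NB4 cells with all samples, except in the 2 settings given above. Other settings without the block passed the heat shock genes in NB4 cells (adjusted p = 0.0203 at a minimum of 1 FPKM and 0.0367 with TPM), the MHC class I genes in Kasumi-1 cells (0.0322 with array weights, against 0.168) and the proliferation genes in Kasumi-1 cells (0.0268 with median centring). The MHC class I genes also passed in Kasumi-1 cells with the block (adjusted p = 0.0228). They did not pass with the block and median centring (0.101), TPM (0.0743), quantile normalization (0.228) or GC and length correction (0.281), settings chosen after seeing the data. Over the alternatives set for each list, the adjusted p ranged from 0.0016 to 0.692 and from 1.6e-05 to 0.401 for cholesterol synthesis genes in NB4 and Kasumi-1 cells, from 0.0107 to 0.374 for histone genes and from 0.0228 to 0.746 for MHC class I genes in Kasumi-1 cells.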
